# Transcriptional Reprogramming of CD11b^+^Esam^hi^ Dendritic Cell Identity and Function by Loss of Runx3

**DOI:** 10.1371/journal.pone.0077490

**Published:** 2013-10-15

**Authors:** Joseph Dicken, Alexander Mildner, Dena Leshkowitz, Ivo P. Touw, Shay Hantisteanu, Steffen Jung, Yoram Groner

## Abstract

Classical dendritic cells (cDC) are specialized antigen-presenting cells mediating immunity and tolerance. cDC cell-lineage decisions are largely controlled by transcriptional factor regulatory cascades. Using an *in vivo* cell-specific targeting of Runx3 at various stages of DC lineage development we show that Runx3 is required for cell-identity, homeostasis and function of splenic Esam^hi^ DC. Ablation of Runx3 in DC progenitors led to a substantial decrease in splenic CD4^+^/CD11b^+^ DC. Combined chromatin immunoprecipitation sequencing and gene expression analysis of purified DC-subsets revealed that Runx3 is a key gene expression regulator that facilitates specification and homeostasis of CD11b^+^Esam^hi^ DC. Mechanistically, loss of Runx3 alters Esam^hi^ DC gene expression to a signature characteristic of WT Esam^low^ DC. This transcriptional reprogramming caused a cellular change that diminished phagocytosis and hampered Runx3^-/-^ Esam^hi^ DC capacity to prime CD4^+^ T cells, attesting to the significant role of Runx3 in specifying Esam^hi^ DC identity and function.

## Introduction

 Classical dendritic cells (cDC) are a sparsely distributed, migratory group of bone-marrow- (BM) derived immune cells specialized in antigen uptake and presentation [1,2] and as such important mediators of immunity and tolerance [3,4]. cDC are divided into two main groups: migratory DC (mDC) and stationary DC (sDC). mDC are scattered in most body organs including lung, gut and skin and act as sentinels by sampling environmental pathogens. Upon activation, mDC migrate to secondary lymphoid organs and present processed antigens to T cells. sDC, on the other hand, sample and process antigens directly in the lymphoid organs. These sDC are heterogeneous with respect to their cell-surface markers and function and have based on surface molecules been divided into three major types: XCR1^+^ CD8α^+^/CD4^-^/CD11b^-^, CD4^+^/CD11b^+^/CD8α ^-^ and CD4^−^/CD8α^−^ CD11b^+^ [5]. In addition, splenic CD8α ^+^ and CD4^+^ subsets differ in MHCI and MHCII processing pathways, reflected in their ability to preferentially induce CD4 or CD8 T cell responses [6]. 

Despite their phenotypic and functional heterogeneity all splenic cDC are derived from a common DC precursor (CDP) [7]. BM CDP give rise to plasmacytoid DC (pDC) and circulating pre-DC that seed the peripheral tissues [7]. The current classification defines two distinct subclasses of splenic CD11b^+^ cDC, as CD11b^+^Esam^hi^ and CD11b^+^Esam^low^ cells [8]. Gene expression profiling and functional analysis of these two CD11b^+^ cDC subclasses have suggested that CD11b^+^Esam^low^ DC are related to monocytes rather than to cDC and therefore could have derived from the monocyte/dendritic cell precursor (MDP) without involving a CDP intermediate [8]. Generation of CD11b^+^Esam^hi^/CD11b^+^Esam^low^ DC is controlled by the Notch2 pathway, so that loss of Notch2 signaling selectively affects the development of CD11b^+^Esam^hi^ DC [8].

Several transcription factors (TF) affect DC lineage development and function. Mice lacking the TF Id2, Irf8 or Batf3 are deficient in CD8^+^ DC [9-11] and loss of Irf4 TF affects CD4^+^ DC development [12]. On the other hand, loss of the cDC-specific TF zDC (Zbtb46) [13,14] did not impair DC development, but was associated with increased activation of naive cDC [15]. 

Runx3 TF is highly expressed in mature BM derived cultured DC and mediates their response to TGF-ß [16]. Here we explored Runx3 function throughout DC lineage development using mice that lack Runx3 specifically in DC and their progenitors. Runx3 ablation at defined developmental DC stages led to largely impaired splenic CD4^+^/CD11b^+^ DC compartment. Combined chromatin immunoprecipitation sequencing (ChIP-seq) and gene expression analysis revealed that Runx3 acts as a key gene expression regulator of CD11b^+^Esam^hi^ DC homeostasis. Accordingly, loss of Runx3 altered gene expression profile of the residual Runx3 deleted (Runx3^Δ^) Esam^hi^ DC to a profile characteristic of WT Esam^low^ DC subtype. Moreover, this transcriptional reprogramming yielded functionally impaired Runx3^Δ^ Esam^hi^ DC compromising their ability to prime CD4^+^ T cells. The results defined Runx3-regulated target genes that participate in Runx3-mediated DC lineage development and function. 

## Methods

### Mice

 The Runx3^P1/P2-GFP^ KI and Runx3^-/-^ (KO) mice were previously described [17] [18] (Figure 1A). Mice lacking Runx3 in specific DC progenitors were produced by crossing Runx3^fl/fl^ mice [17] onto Cebpα-Cre mice [19] or CD11c-Cre mice [20]. This mating scheme generated Runx3^fl/fl^/Cebpα::Cre (Cebpα-DC-Runx3^Δ^) or Runx3^fl/fl^/CD11c:Cre (CD11c-DC-Runx3^Δ^) mice, respectively. C57BL/6 Ly5.2 mice were purchased from Harlan Laboratories (Rehovot). C57BL/6 Ly5.1 mice and TCR-transgenic mice harboring ovalbumin (OVA)-specific CD4^+^ or CD8^+^ T cells were bred in the Weizmann animal facility. For generation of BM chimeras C57BL/6 Ly5.1 mice were lethally irradiated (1050 Rad) and reconstituted by intravenous injection of 1:1 mixture of C57BL/6 Ly5.1 and CD11c-DC-Runx3^Δ^ BM cells. Mice were analyzed 6-10 weeks later. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Weizmann Institute of Science (Permit Number: 01190113-2). All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering.

**Figure 1:**
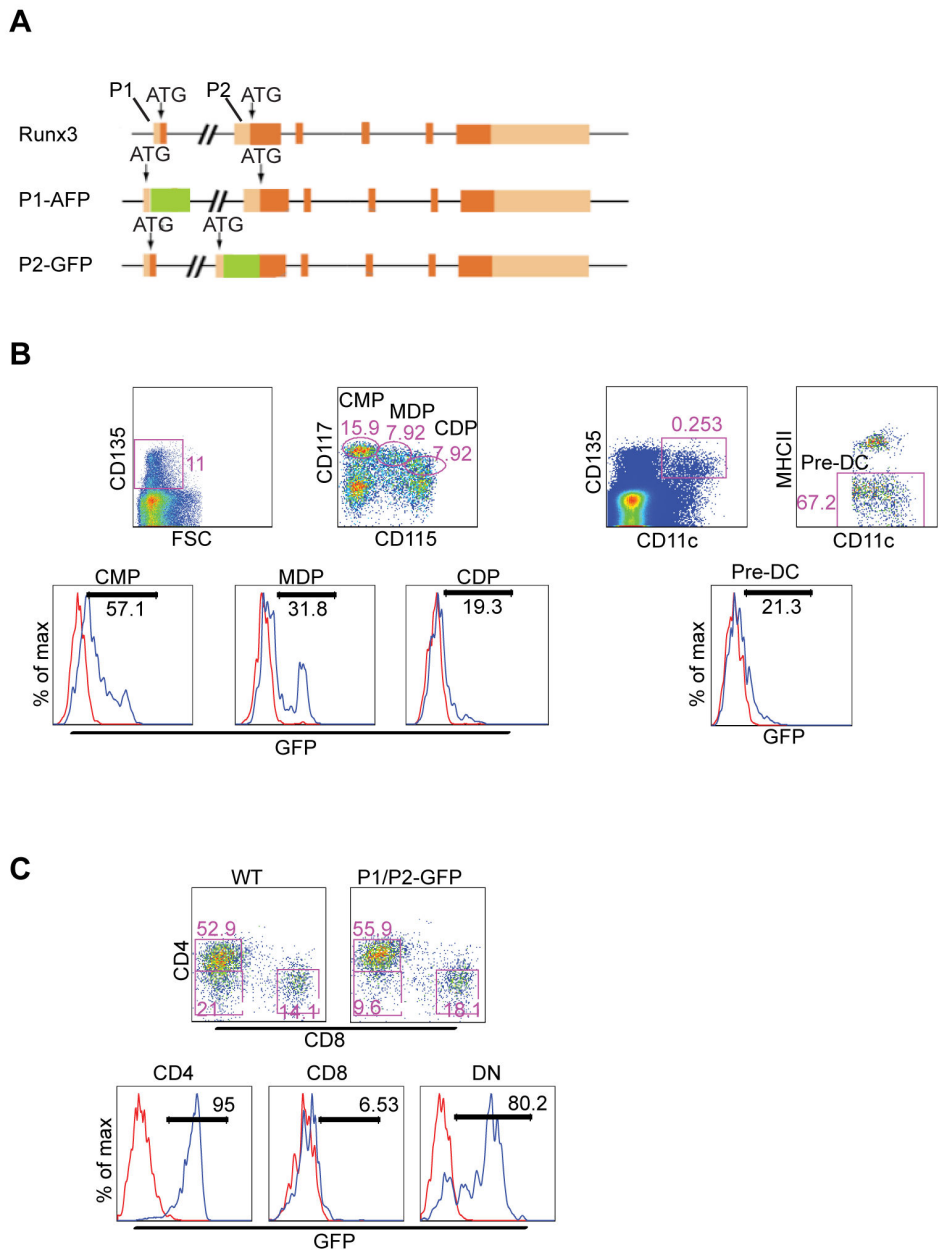
Runx3 expression is restricted to splenic CD4^+^/CD11b^+^ DCs and to fraction of CMP and MDP. (A) Schematic representation of the Runx3 gene and the targeted alleles used to generate the Runx3-GFP reporter mice. P1 and P2 represents promoter 1 and 2 respectively. (B) Flow cytometry analysis of WT or Runx3P1/P2-GFP BM cells gated for lineage negative cells and stained for myeloid progenitor markers to identify GFP expression in CMP, MDP, CDP and preDC. WT littermate and Runx3P1/P2-GFP mice are marked by red and blue lines, respectively. (C) Flow cytometry analysis of cells isolated from WT or Runx3P1/P2-GFP mice. Dot plot of isolated splenic CD11c+MHCII+ DC stained for CD4+ and CD8+ DC subsets (upper panel). CD4+ and DN DC express Runx3 (lower panel histograms). CD8+ DC are GFP negative indicating lack of Runx3 expression. All data in this figure are representative of three independent experiments with one to two mice per group.

### Flow cytometric analysis

 For analysis of BM DC precursors femurs and tibias BM cells were suspended in ACK erythrocyte-lysis buffer (0.15M NH4Cl, 0.1M KHCO3, and 1mM EDTA in PBS), washed and then stained with CD135 (A2F10), CD117 (2B8), CD115 (AFS98), and lineage Ab cocktail: CD11b (M1/70), CD3 (145-2C11), CD4 (GK1.5), CD8a (53-6.7), Gr1 (RB6-8C5), Sca-1 (D7), B220 (RA3-6B2), Ter-119, CD11c (N418), and NK1.1 (PK136). Splenic DC were obtained from spleens treated for 30 min with collagenase D (1mg/ml C5138 Sigma) and DNase I (20ug/ml Roche). DC were characterized using ACK-lyzed cell suspensions as CD11c^hi^MHCII^+^ CD4/CD8α or CD11b/Esam/CD8α. pDC were characterized as CD11c/PDCA1/B220 and monocytes as CD11b/CD115/Ly6c. DC subsets were analyzed for maturation by staining with CD40 (3/23) and CD86 (GL-1). Blood monocytes were detected as CD115/CD11b and Ly6C^+^ or Ly6C^-^ cells. DC were analyzed for apoptosis by annexin V and propidium iodide staining according to the manufacturer instruction (eBiosciences). All Abs were purchased from BioLegend or eBiosciences if not indicated otherwise. FACSAria flow cytometer (BD Biosciences) was used for cell sorting and forward scatter height versus forward scatter width appearance was used to exclude dublets. Analysis using LSRII flow cytometer (BD Biosciences) was conducted with FACSDiva Version 6.2 software (BD Biosciences). FACS data were further analyzed using FlowJo Version 9.3.2 software (TreeStar).

### RNA isolation and microarray gene expression analysis

 Total RNA from sorted DC was extracted using the miRNeasy Mini Kit (QIAGEN) including DNase digest (QIAGEN). RNA purity was assessed with a BioAnalyzer 2100 (Agilent Technologies). Samples of 250ng RNA from each isolated DC population was labeled and hybridized to Affymetrix mouse exon ST 1.0 microarrays according to manufacturer instructions. Microarrays were scanned using GeneChip scanner 3000 7G. Each experiment was conducted in duplicates or triplicates using RNA from independent FACS isolated cells. Statistical analysis was performed using the Partek® Genomics Suite (Partek Inc., St. Louis, Missouri 63141) software. CEL files (containing raw expression measurements) were imported to Partek GS. The data was preprocessed and normalized using the RMA (Robust Multichip Average) algorithm [21] with GC correction. To identify differentially expressed genes, One-Way ANOVA was applied. Differential gene lists were created by filtering the genes based on: absolute fold change >= 1.5, p <=0.05 and signal above background in at least one microarray (log_2_ intensity >=6.5). Log_2_ gene intensities were used for scatter plots (Partek) and matrix plots containing: correlation, histogram and scatter plots (using R language). Gene expression clusters for 224 transcripts were generated using log_2_ ratios with the Expander SOM tool [22]. These transcripts were differentially expressed in our and in [8] experiments and were above background in both datasets. Microarray data is available at Gene Expression Omnibus (GEO) under accession numbers GSE48589 (Runx3 function in CD4^+^ splenic DC) and GSE48590 (The affect of specific ablation of Runx3 from Esam splenic DC).

### ChIP-seq data acquisition and analysis

 Two biological replicate ChIP-Seq experiments were conducted for detection of Runx3-bound genomic regions using in-house anti Runx3 Ab and 30x10^6^ positive CD11c MACS isolated (Miltenyi Biotec) DC. These cells were further purified by FACS to CD11c^hi^MHCII^+^CD4^+^ cDC subset. Isolated cells were fixed in 1% formaldehyde and sonicated to yield DNA fragments of ~300bp according to standard procedures previously summarized in [23]. For immunoprecipitation, 40ul of anti-Runx3 Ab were added to 15 mL of diluted, fragmented chromatin; whole cell extract fragmented chromatin served as control. DNA was purified using QIAquick spin columns (QIAGEN). For ChIP-seq analysis, Illumina sequencing of short reads (50 bp) was performed in one lane of Hiseq 2000 using v2 clustering and sequencing reagents. For data analysis 70 million Runx3 IP and 74 million whole genome extract sequences were aligned uniquely to the mouse genome (mm9) using bowtie [24]. Bound regions were detected using MACS2 [25]. Runx3 bound peaks and coverage data (bigWig files) were uploaded to the UCSC genome browser [26]. GREAT algorithm was applied to determine genes corresponding to Runx3-bound peaks and ontology enrichment analysis [27]. Cistrome CEAS [28] was used to calculate average profile read near TSS and to generate venn diagrams. De-novo discovery of TF binding sites was conducted using DREME [29]. Analysis of co-bound zDC - Runx3 peaks was done using bedtools [30]. Statistical evaluation of fold enrichment distributions was done using the R package. ChIP-seq data is available at Gene Expression Omnibus (GEO) under accession number GSE48588 (Genome-wide maps of Runx3 bound regions in CD4^+^ splenic DC).

### RT–qPCR and Western blotting

 Total RNA was reverse-transcribed using miScript reverse transcription kit (QIAGEN) according to manufacturer's instructions. Quantitation of cDNAs was performed by qPCR using Roche LC480 *LightCycler* with sequence-specific primers and miScript SYBR Green PCR kit (QIAGEN). Target transcript quantification was calculated relative to ACTB mRNA, which served as an internal control. Standard errors were calculated using REST [31]. For Western blot analysis FACS isolated DC sub-populations were collected, washed once in PBS, proteins extracted with RIPA buffer and analyzed by Western blotting with anti Runx3 Ab [17]. GAPDH was used as an internal loading control.

### T-cell proliferation and Phagocytosis assays

 CD4^+^ and CD8^+^ OVA-specific T cells were isolated from spleens and lymph nodes of OT-II and OT-I TCR-transgenic mice and CD4 or CD8 cells isolated by MACS (Miltenyi Biotec). Cells were labeled with CFSE (Invitrogen) and coinjected into the tail veins of recipient mice (2 X 10^6^ cells/mouse). Twenty-four hours later, 20ug of soluble OVA (Sigma-Aldrich) per mouse was injected. Analysis of T-cell proliferation in spleens of recipient mice was performed 96 hours following T-cell transfer. For phagocytosis assay 200µl of 2.66% solid Fluoresbrite Carboxylate were injected into the tail veins with FITC labeled 0.5µm latex microspheres (Polysciences, Warrington, PA). Analysis of splenic DC microspheres uptake was performed 5 and 18 hours following injection. 

### Statistical analysis

 Statistical significance was determined with unpaired, two tailed Student’s t test. To identify differentially expressed genes, One-Way ANOVA was applied. Spearman correlation between microarray intensities was calculated using the R package. zDC peaks were found to be overlapping Runx3 peaks more than expected by chance using the hyperbrowser [32]. Specifically the test applied preserved the zDC regions and the number of Runx3 peaks and randomized (Monto Carlo test) the positions of Runx3 peaks with a constrain to the same chromosome and to a similar distance from the TSS. Same p value resulted in the opposite test (i.e. randomizing the zDC peaks). Kolmogorov-Smirnov test was applied on the Runx3 peaks fold enrichment distributions using the R package (ks.test) (http://www.R-project .org/). 

## Results

### Expression of Runx3 during DC lineage development

 To determine the developmental stages of the mononuclear phagocyte lineage where Runx3 expression is acquired, we took advantage of mice harboring a GFP reporter gene in their Runx3 loci [17] (Figure 1A). Specifically, we analyzed BM resident myeloid precursors (CMP, MDP, CDP and pre-DC), as well as mature myeloid splenocytes, of compound transgenic Runx3 P1/P2-GFP (Runx3^P1-GFP/P2-GFP^) mice that report activities of the two known Runx3 promoters P1 and P2 [17]. Analysis of BM-resident DC-progenitor populations revealed substantial variation in the abundance of Runx3-expressing cells. Among the common myeloid progenitor (CMP) cells (Lin^-^CD135^+^CD117^+^CD115^-^) ~50% were positive for Runx3-P1 and P2-GFP (Figure 1B and Figure S1A). The proportion of Runx3-P1 and P2-GFP expressing cells declined in MDP (Lin^-^CD135^+^CD117^+^CD115^int^) and CDP (Lin^-^CD135^+^CD117^low^CD115^+^) populations to ~30% and ~15%, respectively (Figure 1B and Figure S1A). Runx3-P1 and P2-GFP expression rose again to 25% in the pre-DC (Lin^-^CD135^+^CD11c^+^MHC-II^-^) population (Figure 1B and Figure S1A).

Reporter gene expression was absent from blood monocytes and plasmacytoid DC (pDC) (Figure S1B). Among splenic CD11c^hi^MHCII^+^ cDC Runx3/GFP expression was readily detected in CD4^+^CD8^-^ DC and DN populations, but absent from CD8^+^CD4^-^ DC (Figure 1C). Further analysis indicated that Runx3 expression was confined to CD11c^+^CD11b^+^ cDC (Figure S1C) with Runx3/GFP highly expressed in both Esam^hi^ and Esam^low^ sub-populations (Figure S1D). Lewis et al. recently proposed that Esam^hi^ and Esam^low^ DC subsets might originate along different pathways with only Esam^hi^CD11c^hi^CD11b^+^ DC, but not Esam^low^CD11c^hi^CD11b^+^ DC involving a CDP intermediate [8].

Interestingly, a similar reporter gene expression pattern was detected in cells derived from either Runx3^P1-AFP/+^ or Runx3^P2-EGFP/+^ mice (Figure S1A and E), indicating that *Runx3* expression in BM DC-progenitor subsets and mature CD11c^+^CD11b^+^ DC was driven by both P1 and P2 promoters. In summary, Runx3 expression was readily detected in sub-populations of BM CMP, MDP and pre-DC as well as in splenic CD11b^+^ DC, whereas Runx3 expression was absent from CD8^+^ DC, monocytes and pDC populations. 

### Runx3 regulates development of splenic CD11b^+^ DC

 Because DC development is associated with alterations in Runx3 expression levels (Figure S1A), we addressed its role in DC lineage specification and homeostasis. Mice lacking Runx3 starting from the CMP or Pre-DC stage were generated by crossing Runx3^fl/fl^ mice [17] onto Cebpα-Cre mice [19] and CD11c-Cre mice [20], respectively. To confirm efficient Runx3 ablation in these mouse models we performed a Western blot analysis on FACS-isolated CD4^+^ DC of wild-type (WT) mice, Runx3^fl/fl^ Runx3^fl/fl^/Cebpα::Cre (Cebpα-DC-Runx3^Δ^) and Runx3^fl/fl^/CD11c::Cre (CD11c-DC-Runx3^Δ^) mice (Figure S2A). Corroborating the findings with Runx3^P1/P2-GFP^ mice, Runx3 expression was confined to WT and Runx3^fl/fl^ CD4^+^DC, but absent from CD8^+^DC. In addition, CD4^+^DC isolated from Cebpα-DC-Runx3^Δ^ or CD11c-DC-Runx3^Δ^ mice lacked Runx3 protein (Figure S2A).

FACS analysis of Cebpα-DC-Runx3^Δ^ or CD11c-DC-Runx3^Δ^ splenocytes revealed a pronounced reduction in CD11c^hi^MHCII^+^ cells (Figure 2A). Detailed analysis of the splenic DC compartment indicated that loss of Runx3 specifically affected the CD11b^+^ subclass in both DC-Runx3^Δ^ mouse strains (Figure 2B-D). No other hematopoietic cell populations besides CD11c^hi^MHCII^+^CD11b^+^ DC seemed to be compromised, as evidenced by unaffected frequencies of B cells, T cells and pDC in both DC-Runx3^Δ^ mice compared to littermate controls (Figure 2C and D). Of note, the reduction in splenic CD4^+^ and DN DC affected both Esam^hi^ and Esam^low^ DC in the Cebpα-DC-Runx3^Δ^ and CD11c-DC-Runx3^Δ^ mouse strains (Figure 2E). The reduction of Esam^hi^ and Esam^low^ DC in these mice was however not associated with increased apoptosis (Figure 2F). FACS analysis of Runx3^-/-^ mice [18] that lacked Runx3 throughout myelopoiesis recapitulated the DC phenotype observed in the DC-Runx3^Δ^ mouse strains (Figure S2B-D). 

**Figure 2:**
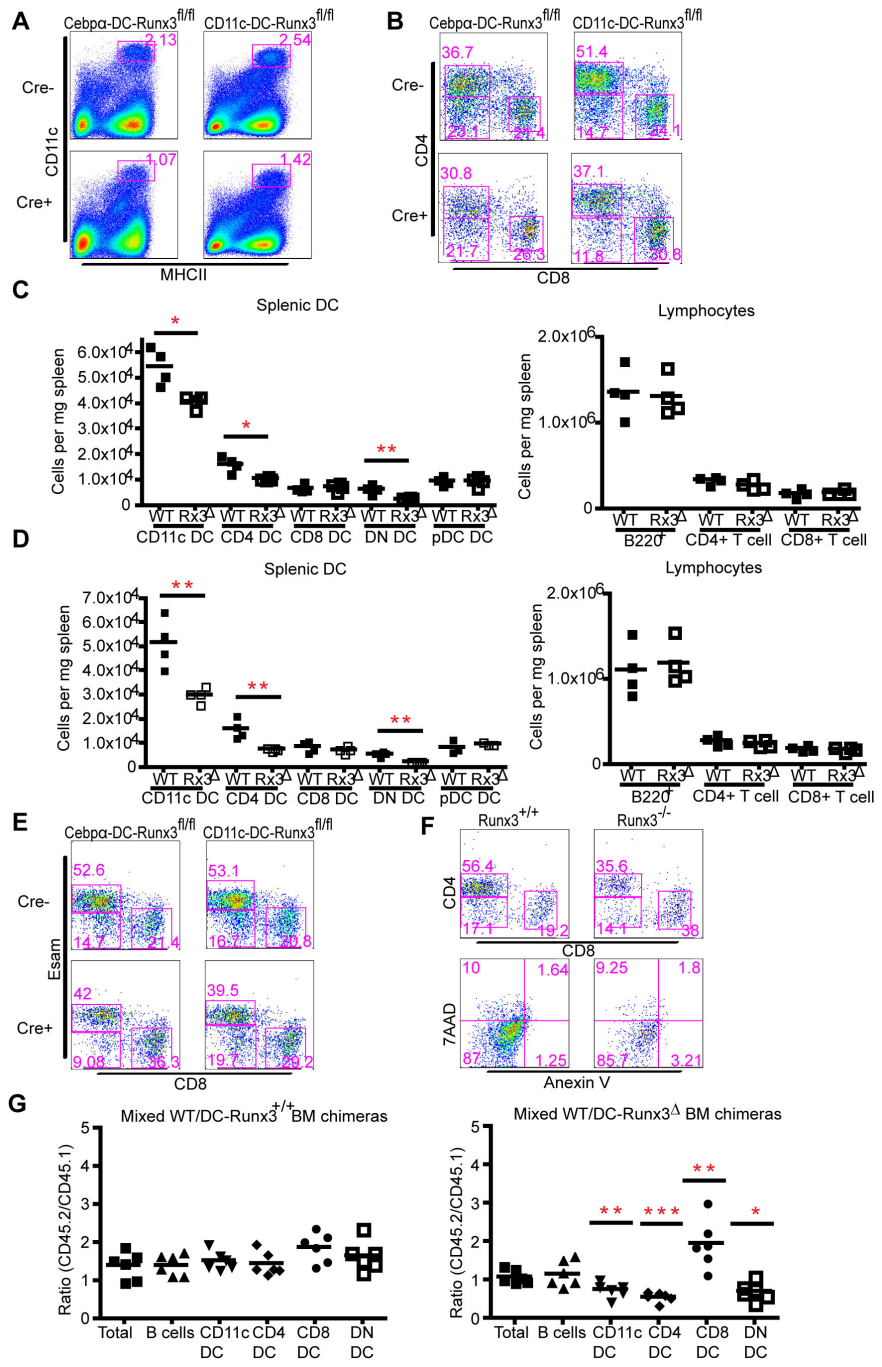
Runx3 is required for splenic CD11b^+^ DC lineage development. (A) Representative profiles of splenocytes isolated from Cebpα-DC-Runx3^Δ^ (left) or CD11c-DC-Runx3^Δ^ (right) mice stained for CD11c and MHCII. Comparisons between Cre- (upper) and Cre+ (lower) littermates are shown. (B) Representative profiles of gated CD11c^hi^MHCII^+^ splenic DC isolated from Cebpα-DC-Runx3^Δ^ (left) or CD11c-DC-Runx3^Δ^ (right), stained for CD4 and CD8. Comparisons between Cre- (upper) and Cre+ (lower) littermates are shown. Note the reduced proportion of CD4^+^ DC upon loss of Runx3. (C and D) Splenocytes were isolated from Cebpα-DC-Runx3^Δ^ (C), CD11c-DC-Runx3^Δ^ (D) or littermate control WT mice (n=4, 6-8 week old). Cells were counted and total cell numbers per mg tissue calculated and compared to that of littermate control. Each dot represents one independent animal. *P<0.05, **P<0.01, ***P<0.001 (Students two-tailed t test). Shown are results of one experiment out of two with the same finding. (E) Representative profiles of splenocytes isolated from Cebpα-DC-Runx3^Δ^ (left) or CD11c-DC-Runx3^Δ^ (right) mice gated for CD11c^hi^MHCII^+^ DC subset and analyzed for Esam and CD8. Comparisons between Cre^-^ (upper) and Cre^+^ (lower) littermates are shown. Shown representative of three independent experiments with one to two mice per group. (F) Lack of apoptosis among Runx3-deficient cDC. Representative profiles of Runx3^+/+^ (left panel) and Runx3^-/-^ (right panel) cDCs stained with Annexin-V and with 7AAD viability dye. Shown representative of two independent experiments with one to two mice per group. (G) Graphic summary of competitive BM-repopulation assay. Flow cytometric analysis of [Runx3^+/+^ (CD45.2) /WT (CD45.1) > WT (CD45.1)] (left) and [CD11c-DC-Runx3^Δ^ (CD45.2) /WT (CD45.1) > WT (CD45.1)] (right) chimeric mice 6-8 weeks after transplantation. CD45.2/CD45.1 ratios were calculated for each cell population. Values <1 indicate out-competition of the mutant by WT (CD45.1) cells, whereas values >1 show an advantage of Runx3^Δ^ (CD45.2) cells. Representative results from one out of two independent experiments are shown (mean ± SD) with 3 or more animals in each group. *P<0.05, **P<0.01, ***P<0.001 (Students two-tailed t test).

The finding that the two DC-lineage stage-specific Runx3^Δ^ mouse strains, as well as germ-line Runx3-mutants displayed a similar impairment of their DC compartment suggested that Runx3 may not be required at a specific lineage decision stage, but rather be involved in DC homeostasis. To address this issue we examined the ability of CD11c-DC-Runx3^Δ^ BM cells to replenish the DC compartment by conducting a competitive BM-repopulation assay. A 1:1 mixture of CD11c-DC-Runx3^Δ^ BM cells (CD45.2) and WT BM cells (CD45.1) was transferred into lethally irradiated recipient mice (CD45.1). Six to eight weeks following the transfer spleens from experimental (CD11c-DC-Runx3^Δ^/wt > wt) and control (Runx3^+/+^/wt > wt) chimeras were analyzed for the distribution of CD4^+^/CD8^+^ and DN DC. CD11c-DC-Runx3^+/+^ BM cells of the control group efficiently repopulated the three DC subsets successfully competing with the WT BM (Figure 2G left). In striking contrast, CD11c-DC-Runx3^Δ^ BM cells were severely impaired in generating CD11c^hi^MHCII^+^ cells (Figure 2G right). Specifically, CD4^+^Runx3^Δ^ DC and DN Runx3^Δ^ DC were found outcompeted by their WT counterparts, whereas Runx3^Δ^ CD8^+^ were overrepresented relative to WT CD8^+^ DC (Figure 2G right). Collectively, these findings demonstrate a cell-autonomous Runx3 function in CD4^+^ DC homeostasis with Runx3 loss significantly reducing splenic CD4^+^ DC numbers (Figure 2).

### Runx3 is required for lineage identity and homeostasis of Esam^hi^ DC

 To elucidate the cell-intrinsic regulatory role of Runx3 during splenic CD4^+^ DC homeostasis we sought to identify Runx3-responsive genes driving this process. Comparison of Runx3^-/-^ and WT CD4^+^ DC expression profiles revealed 412 differentially expressed genes (Figure 3A and Table S1). Significantly, several of these Runx3-responsive genes had previously been implicated in DC lineage development and homeostasis. For example, *Irf8* [10] and Spic/*PU*.*1* [33] were upregulated while *Irf4* [12] was downregulated in Runx3-deficient CD4^+^ DC (Figure 3A and Figure S3A). Moreover, comparative analysis of WT and Runx3^Δ^ CD4^+^DC revealed elevated levels of Esam and CD11b and reduced expression of CD11c in CD11c^+^-Runx3^Δ^ DC (Figure 3B and Figure S3B), suggesting that loss of Runx3 particularly affected the Esam^hi^ DC population. This conclusion is supported by the earlier findings that Runx3 is highly expressed in both CD11b^+^Esam^hi^ and CD11b^+^Esam^low^ DC (Figure S1C and D), but its loss preferentially affected the CD11b^+^/Esam^hi^ population (Figure 2). 

**Figure 3:**
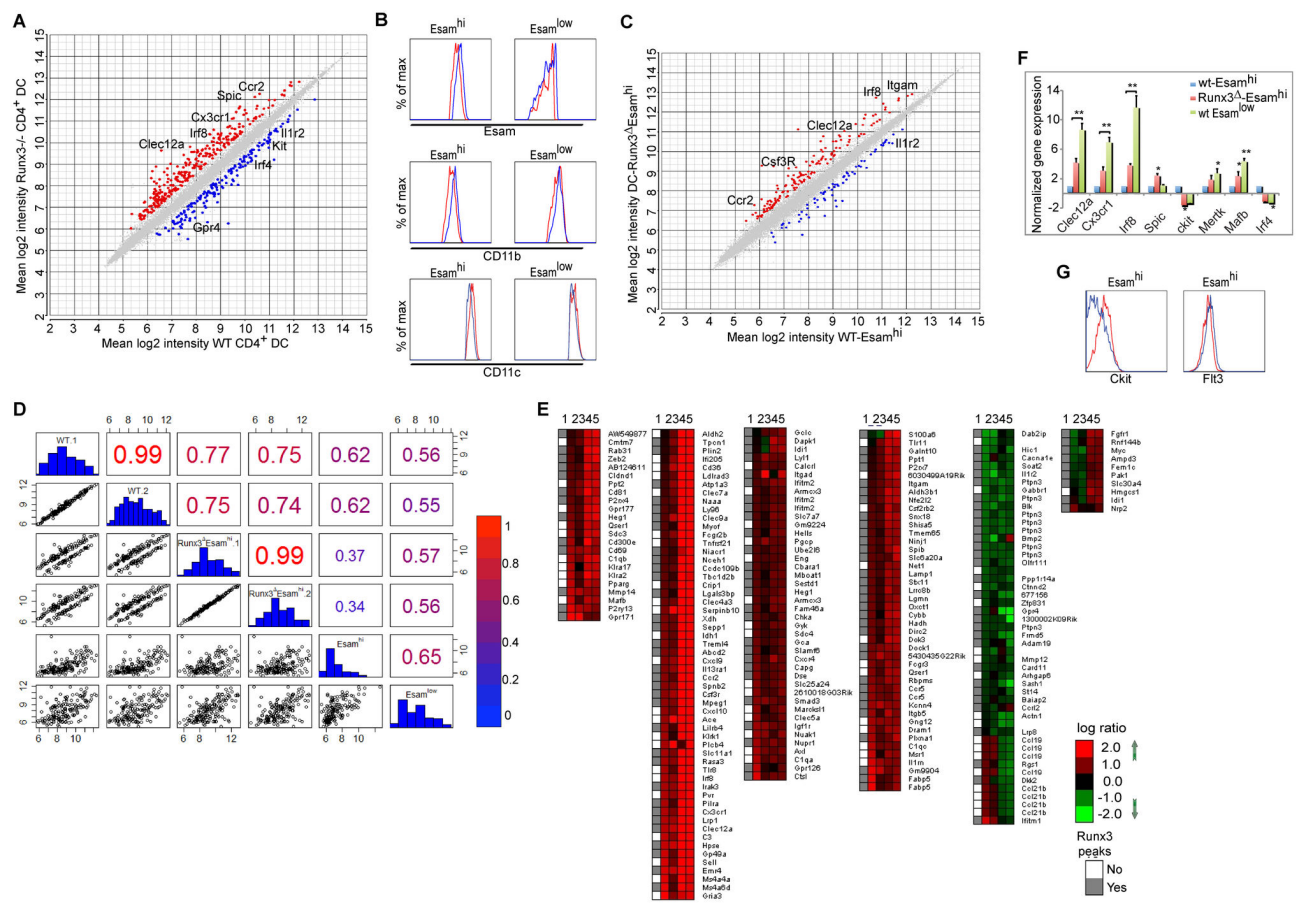
Alteration in CD4^+^ and Esam^hi^ DC gene expression due to loss of Runx3. (A) Scatter plot of differentially expressed genes in Runx3-deficient CD4^+^ DC and WT control DC. Splenic CD4^+^ DC from three Runx3^Δ^ and WT mice were isolated by FACS, RNA was isolated and subjected to microarray analysis. Shown are the mean intensities (log_2_) of WT and Runx3^Δ^ CD4^+^ DC. Genes that were up- or down- regulated due to Runx3^Δ^ are marked by red or blue, respectively. Differential expression cut-off was set to minimal absolute fold-change of 1.5, and p-value<=0.05. Selected relevant genes are indicated. (B) Expression of Esam (upper panel) CD11b (middle panel) and CD11c (lower panel) in splenic DC subsets from Runx3^+/+^ (Runx3^fl/fl^) mice (red line) and CD11c-DC-Runx3^Δ^ mice (blue line). (C) Scatter plot of differentially expressed genes in CD4^+^Esam^hi^ DC from WT and CD11c-DC-Runx3^Δ^ mice. Splenic Esam^hi^ DC were obtained from two individual mice. Genes that were up- or down- regulated due to Runx3^Δ^ are marked by red or blue, respectively. Differential expression cut-off was set to minimal absolute fold-change of 1.5, and p-value<=0.05. Selected relevant genes are indicated. (D) Gene expression log_2_ pairwise comparisons between WT-CD4^+^Esam^hi^, CD11c-Runx3^Δ^CD4^+^Esam^hi^ subsets and the published Esam experiment [8]. Compared are 162 genes differentially expressed in the DC-Runx3^Δ^Esam^hi^ experiment and in Lewis et al, 2011 Esam experiment [8]. The shown comparison of gene expression intensities indicates Spearman correlation values numerically and by color (above main diagonal), histograms of expression values (main diagonal) and scatter plots (below main diagonal). (E) Clusters showing Log_2_ ratio of gene expression of 224 genes (see Methods) correlated with Runx3 occupied genomic regions. Runx3 binding (up to a distance of 200kb from TSS) is presented as column No-1. Gene expression (Log_2_ ratio) was calculated for the following combination: column No-2 Runx3^-/-^CD4^+^ vs. WT-CD4^+^, column No-3 DC-Runx3^Δ^Esam^hi^ vs. CD4^+^, column No-4 WT Esam^low^ vs. Esam^hi^ and column No-5 DC-Rbpj^Δ^ vs. Esam^hi^. Levels of up or down regulation are color-coded. (F) RT-qPCR analysis of genes scored by differential gene expression of WT Esam^hi^ and Esam^low^ CD11b vs. Runx3^Δ^ Esam^hi^ populations. Data represents normalized expression values relative to WT Esam^hi^ sample (±SD of three assays from two biological repeats). (G) Histograms for Kit and Flt3 expression in Esam^hi^ DC subset. Red and blue lines represents WT CD11c (Runx3^fl/fl^) and CD11c-Runx3^Δ^ mice, respectively.

Subsequently, we analyzed differential gene expression in Runx3^Δ^ and WT CD11b^+^Esam^hi^ DC (Figure 3C). Interestingly, 66 (30%) of the 202 Runx3-responsive genes upregulated in Runx3^Δ^ CD11b^+^Esam^hi^ DC were previously identified as Esam^low^ DC specific [8] (Table S2). Consequently, the gene expression signature of Runx3^Δ^CD11b^+^Esam^hi^ DC corresponded to that of WT Esam^low^ DC (Spearman correlation values of 0.56 and 0.57 for Runx3^Δ^Esam^hi^/WTEsam^low^) (Figure 3D), while its correlation value with WT CD11b^+^Esam^hi^ (Runx3^Δ^Esam^hi^/WT-Esam^hi^) was markedly diminished to 0.34 and 0.37 (Figure 3D). These findings indicated that loss of Runx3 caused a shift of the CD11b^+^Esam^hi^ population towards a CD11b^+^Esam^low^ cell-identity manifested in altered gene expression. This conclusion was supported by the observation that the Runx3^-/-^CD4^+^ DC gene expression profile highly correlated with CD11b^+^Esam^low^ DC (Figure S3C), but also with that of Rbpj^Δ^CD11b^+^Esam^low^ DC [8]. These latter Esam^low^ DC were derived from mice lacking the Notch2-pathway TF Rbpj that regulates Esam expression [8]. Specifically, the correlation values of Runx3^-/-^Esam^hi^ to WT Esam^low^ DC and that of Runx3^-/-^Esam^hi^ to Rbpj^Δ^Esam^low^ DC were 0.72 and 0.70, respectively, compared to a correlation value of 0.52 for Runx3^-/-^Esam^hi^ to WT Esam^hi^ DC (Figure S3C). 

We next integrated the Runx3 ChIP-seq data (see below) with the differential gene expression results of Runx3^Δ^CD11b^+^Esam^hi^ DC and Runx3^-/-^CD4^+^ DC. Using this dataset we performed clustering analysis using 224 Runx3-responsive gene transcripts compared to WT CD11b^+^Esam^low^ and Rbpj^Δ^CD11b^+^Esam^low^ DC datasets [8]. Six clusters were identified (Figure 3E). 

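Binding of Runx3 at the genes of the clusters was computed from the deposited list of Runx3 ChIP-seq peaks of WT splenic CD4+ DC, a single list for the pooled replicates. Gene symbols were read by eye from clusters 1 to 5 of Figure 3E, which gave 190 symbols, and 186 of them matched a gene of the GENCODE M1 annotation on mm9. The limit of the figure legend was read as any peak centre within 200 kb of a TSS of the gene. By this reading 169 of these genes were bound, or 90.9%. Of 2000 protein-coding genes drawn at random, 80.2% had a peak within that distance. The bound share lay between 86.8% of the genes of cluster 3 and 93.5% of the genes of cluster 5. The count depended on the rule, and with regulatory domains drawn as the GREAT tool draws them 132 genes were bound. Assignment of each peak to its nearest gene, a rule chosen after seeing the data, gave 118 bound genes.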

Cluster 1-5 contained 186 Runx3-responsive genes (either down or up -regulated), of which 127 (~70%) were bound by Runx3. Importantly, clusters 1-4 included 156 genes that were upregulated in both Runx3-deficient CD11b^+^Esam^hi^ DC and CD4^+^ DC experiments and displayed a similar gene expression profile to that of WT CD11b^+^Esam^low^ DC previously reported [8]. This observation indicated that in WT CD11b^+^Esam^hi^ DC Runx3 negatively regulates these genes. We next used RT-qPCR analysis of RNA from Runx3^Δ^CD11b^+^Esam^hi^, WT CD11b^+^Esam^hi^ or WT CD11b^+^Esam^low^ DC or FACS analysis to validate the clustering microarray gene expression data. This analysis confirmed that key WT CD11b^+^Esam^low^ DC-specific genes, including *Clec12a, Cx*_*3*_ *cr1, Irf8* and *Flt3* were markedly upregulated in Runx3^Δ^CD11b^+^Esam^hi^ DC (Figure 3F and G) along with genes such as *Kit* and *Itgax* that were downregulated upon loss of Runx3 (Figure 3B and G). Taken together the data support the conclusion that Runx3 normally represses a number of critical genes to facilitate the maintenance of Esam^hi^ cell identity. Upon loss of Runx3, Runx3^Δ^Esam^hi^ DC acquired a gene expression profile characteristic to Esam^low^ DC. Interestingly, this cell identity shift of Esam^hi^ to Esam^low^ DC did not affect their maturation state, as evidenced by the level of activation markers (Figure S3D). 

### Identification of Runx3-regulated genes in splenic CD4^+^ DC

 We next sought to identify among Runx3-responsive genes those that were directly regulated by Runx3 and could therefore contribute to the cell-phenotypic shift of Esam^hi^ DC to Esam^low^ DC. ChIP-seq was conducted using FACS-isolated CD11c^hi^MHCII^+^CD4^+^ splenic WT DC and anti-Runx3 antibodies (Ab). 

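The deposited data are the Runx3-bound regions of the CD11chiMHCII+CD4+ subset of conventional splenic DC. Anti-Runx3 antibodies were used on 2 biological replicates, and fragmented chromatin of whole cell extract served as control in 2 samples. The paper gives 30000000 CD11c-enriched DC as the starting material, DNA fragments of about 300 bp and reads of 50 bp. It states 70000000 Runx3 reads and 74000000 whole cell extract reads, aligned uniquely to mm9 with bowtie. The depth of each replicate was not analysed here. The authors called bound regions with MACS2 in 1 comparison of both Runx3 samples with both control samples. No peak has a value per replicate, so no spread between replicates can be given for any value from these peaks. Each peak has a start, an end and a score written by MACS2. The unit of the score is not stated, and it was used only within the list, to rank, filter and compare peaks. Peaks were 253 to 2154 bp wide, with a median of 406 bp, and covered 0.264% of the sequenced bases of the genome. Scores ran from 1.33 to 309 with a median of 12.1. Across peaks, which are not independent replicates, score rose with width (Spearman rho = 0.712). Genes and TSS were taken from GENCODE M1, which lists 37273 genes and 95458 transcripts on this assembly.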

Data analysis revealed that of the 15121 Runx3-bound regions 9938 were associated with annotated genes (Figure 4A). 

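The list holds 15121 peaks, and 14746 remained when peaks closer than 300 bp were joined. A score of 23.2 or higher, the upper quartile of the list, was found for 3839. Genes were assigned by the basal plus extension rule of GREAT, the tool named in the paper's methods. Each gene has a basal domain from 5 kb upstream to 1 kb downstream of its TSS, which is extended on both sides to the next basal domain, by at most 1000 kb. With a domain for every annotated gene, 13324 genes held at least 1 peak centre. Of these 9684 were protein-coding, which is 43.3% of the 22367 protein-coding genes. With domains for protein-coding genes alone, 11036 genes were associated with a peak. The score filter moved this count most, to 5072 genes for peaks with a score of 23.2 or higher, and assignment to the nearest TSS within 10 kb gave 6982. In the full list 4487 peaks were assigned to 1 gene, 10451 to 2 genes and 183 to more. A single peak was assigned to 7584 of the genes, and 914 genes received 5 or more.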

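The distance from each peak centre to the nearest TSS of any annotated transcript was 10 kb or less for 9888 peaks, or 65.4% (Wilson 95% interval 64.6% to 66.1%, which covers counting error only). The same peaks were also moved by a random distance along each chromosome, passing over unsequenced bases, 100 times. Of the moved peaks 28.5% ± 0.861 (SD over 100 shifts) lay this close to a TSS, and at most 30.4% did (one-sided permutation test, p = 0.0099, the smallest p that 100 shifts can give). The share moved most with a limit of 5 kb, within which 54.0% of the peaks and 17.2% of the moved peaks lay. It was 60.7% with the TSS of protein-coding genes alone and 58.1% with 1 TSS per gene.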

Location analysis of these Runx3-occupied regions relative to the nearest transcription start sites (TSS) of the annotated genes, revealed that ~50% were placed ±10kb from a gene TSS (Figure S4A and B). Runx3 ChIP-seq data analysis using GREAT [27] indicated that Runx3-bound regions were highly enriched for genes that belong to specific functional categories, including antigen processing and presentation (Figure S4C). 

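The ontologies of GREAT were not used here. A list of 33 antigen processing and presentation genes was written by hand, 14 of the MHC-II and 19 of the MHC-I pathway, and was tested with the binomial test that GREAT applies. The regulatory domains of these genes span 1177 kb, or 0.0460% of the sequenced genome, in which 6.96 peaks would lie if spread evenly. They held 66 peaks, 9.49 times as many (one-sided binomial test, p = 6.97e-41). The test takes peaks as independent, which peaks in neighbouring genes of the MHC on chromosome 17 are not. It also takes them as evenly spread, but 38.0% lay within 1 kb of a TSS, against 4.37% of peaks moved at random. The excess therefore includes any that comes from closeness to a TSS alone. Counted over genes, 27 were bound, with an odds ratio of 7.09 against the other protein-coding genes (two-sided Fisher's exact test, p = 2.37e-06). The other genes include some that CD4+ DC do not express, so expression level stays open as an explanation. Neighbouring genes such as Tap1 and Psmb9 share a peak, so genes are not independent either. The genes without a peak in their domain were H2-Eb2, H2-Ob, H2-T23, Psmb10, Psme1 and Nlrc5. With peaks of a score of 23.2 or higher 8 of the genes were bound, and the odds ratio was 1.67 (two-sided Fisher's exact test, p = 0.231). In the domains of the MHC-II genes lay 45 peaks, where 2.84 would under an even spread, and in those of the MHC-I genes 24, where 4.28 would. As a negative control, 16 lens crystallin and keratin genes were taken. Their domains held 7 peaks, where 3.38 would lie under an even spread (one-sided binomial test, p = 0.0564). Of the 7, 6 were in the domain of Cryaa.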

To identify among the CD4^+^DC Runx3-responsive genes those that were Runx3-regulated we cross-analyzed Runx3 ChIP-Seq and differential gene expression datasets. Of the 412 Runx3-responsive genes 316 were bound by Runx3 and defined as Runx3-regulated (Figure 4A). 

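The 412 gene symbols of Table S1 were matched to the annotation, and 408 were found, 2 of them under an older symbol. By the basal plus extension rule 285 of the 408 genes were bound by Runx3, or 69.9%, against 42.8% of the other protein-coding genes. Over the 400 protein-coding genes of Table S1 the odds ratio was 3.04 (two-sided Fisher's exact test, p = 2.00e-26). The genes above background on the arrays were not used here, so the comparison includes genes that CD4+ DC do not express. The number of bound genes moved most for peaks with a score of 23.2 or higher, to 150. It was 171 with the nearest TSS within 10 kb and 321 of 400 with domains for protein-coding genes alone. Domains of Table S1 genes were longer, with a median of 87.7 kb against 58.7 kb. Gene lists matched on domain length were bound in 44.5% on average, and 0 of 10000 such lists reached the 278 bound protein-coding genes of Table S1 (one-sided permutation test, p = 1e-04, the smallest p that 10000 lists can give). Of the genes that are higher in Runx3-/- cells in Table S1, 176 of 269 were bound (65.4%), and of those that are lower, 109 of 139 (78.4%). The odds ratio was 0.521 (two-sided Fisher's exact test, p = 0.00866). With domains for protein-coding genes alone it was 0.649 and did not pass the threshold of 0.05 (two-sided Fisher's exact test, p = 0.145). From the overlap of binding with the response to the loss of Runx3, the paper defines the responsive genes that were bound as regulated by Runx3.

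**Figure D1:**
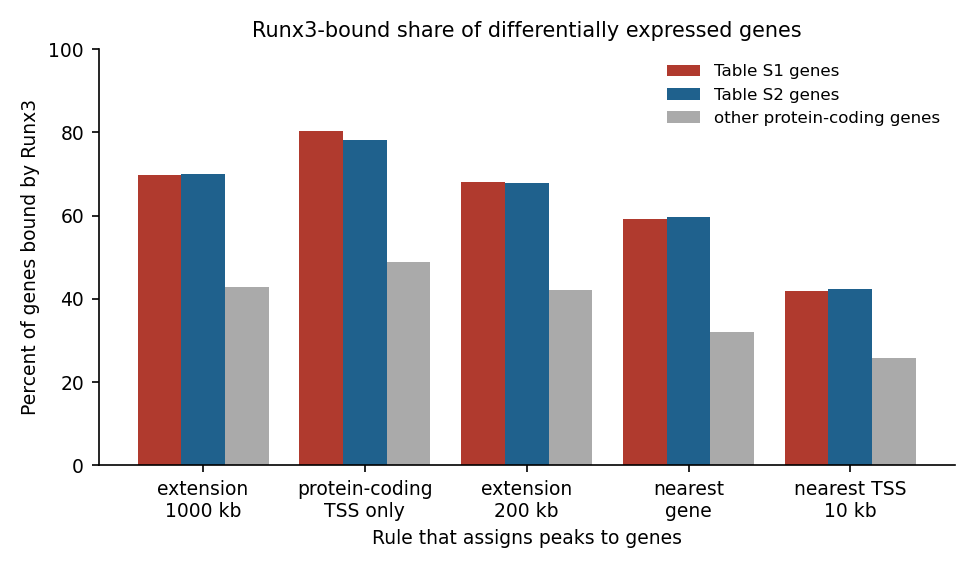
Percent of genes bound by Runx3 (vertical axis) among Table S1 genes, Table S2 genes and the other protein-coding genes, under 5 rules that assign peaks to genes. Table S1 genes run from 41.9% with the nearest TSS within 10 kb to 80.2% with protein-coding TSS only, and the other genes from 25.8% to 48.8%.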

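Of the responsive genes that the paper names, Irf8 and Spic held no peak in their regulatory domains. The nearest peak centre lay 34329 bp from a TSS of Irf8 and 46092 bp from a TSS of Spic. Domains were cut at the basal domains of all annotated genes, non-coding ones included, which leaves both peaks outside. Both lie within the 200 kb limit used for Figure 3E, so neither gene is shown to be unbound. Mertk held no peak in its domain either, but a peak inside the gene on chromosome 2, from 128596743 to 128597202, lay 76 bp from a TSS of another Mertk transcript. Kit and Il1r2 each had 8 peaks in their domains, Smad3 had 6, and Irf4, Ccr2 and Csf3r each had 4. Among the genes higher in Runx3-/- cells the most peaks were assigned to Lgmn, with 13, Gpr183, with 10, and Asah2, with 9. Among those lower, Cacna1e had 14 and Zfhx3 had 9. The domains of these genes are long, from 109 kb for Gpr183 to 1088 kb for Zfhx3, and a long domain collects more peaks by chance.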

Forty percent (127) of these Runx3-regulated genes belonged to the subset characteristic of WT CD11b^+^Esam^low^ DC in Runx3-deficient CD4^+^ DC (Figure 3E), underscoring the crucial role of Runx3 in specifying the Esam^hi^ DC gene expression signature. Among these Runx3-responsive genes, Runx3 was found to occupy the genomic loci of *Clec12a, Cx*_*3*_ *cr1, Flt3, Rbpj, Itgam* and *Itgax* (Figure 4B). 

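Of the genes read from clusters 1 to 5 of Figure 3E and matched to the annotation, 150 are listed in Table S1. They make up 106 of the bound genes of Table S1, or 37.2%, and 44 of the 123 genes of Table S1 without a peak in their domain, or 35.8%.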

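Peaks were counted in the windows drawn in Figure 4B, read from its mm9 axes. The windows held 22 peaks, 13 of them with a score at or above the list median and 10 with a score of 23.2 or higher. Clec12a (chromosome 6, 129292709 to 129315321, plus strand) had 2 peaks in its window. The stronger one, from 129299579 to 129300688, scored 58.5, at the percentile 95.2 of the list, and is centred in intron 2, 128 bp upstream of the TSS of another Clec12a transcript. The TGTGGT nearest its centre begins at 129300107, within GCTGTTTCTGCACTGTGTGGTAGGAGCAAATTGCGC. The other peak, from 129283641 to 129284173, scored 34.2 and is intergenic. Cx3cr1 (chromosome 9, 119957811 to 119977400, minus strand) had 3 peaks. Those from 119963863 to 119964373 and from 119967659 to 119968220 lie in intron 1 and scored 58.5 and 16.5. The third, from 119977269 to 119977660, is centred 65 bp upstream of the TSS and scored 10.5. Flt3 (chromosome 5, 148142317 to 148212065, minus strand) had 7 peaks, all centred inside the gene. The strongest, from 148174537 to 148175124 in intron 9, scored 68.1. The peak from 148211725 to 148212341 covers the TSS and scored 46.2, and the weakest, in intron 20, scored 3.68.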

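Rbpj (chromosome 5, 53947018 to 54048684, plus strand) had 3 peaks in the window of Figure 4B. The strongest, from 53930897 to 53931648, scored 28.2 and lies 15745 bp upstream of the TSS, without a TGTGGT. Itgam (chromosome 7, 135206154 to 135271674) and Itgax (135273061 to 135294171) are neighbours on the plus strand and had 7 peaks in their common window. The peak from 135205914 to 135206391 is centred 1 bp from the Itgam TSS, scored 26.7 and holds TGTGGT 2 times. The peak from 135272751 to 135273135 lies 118 bp upstream of the Itgax TSS and scored 10.3. The peak from 135277076 to 135277535, in exon 8 of Itgax, scored 33.1 and holds no TGTGGT. TGTGGT was present in all peaks of the Clec12a and Cx3cr1 windows, in 4 of the 7 of Flt3, in 1 of the 3 of Rbpj and in 4 of the 7 of Itgam and Itgax. Table S1 lists Clec12a and Cx3cr1, with the paper's fold changes of 2.69 and 2.59. Table S2 lists Clec12a and Itgam, with the paper's fold changes of 2.85 and 1.68.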

**Figure 4:**
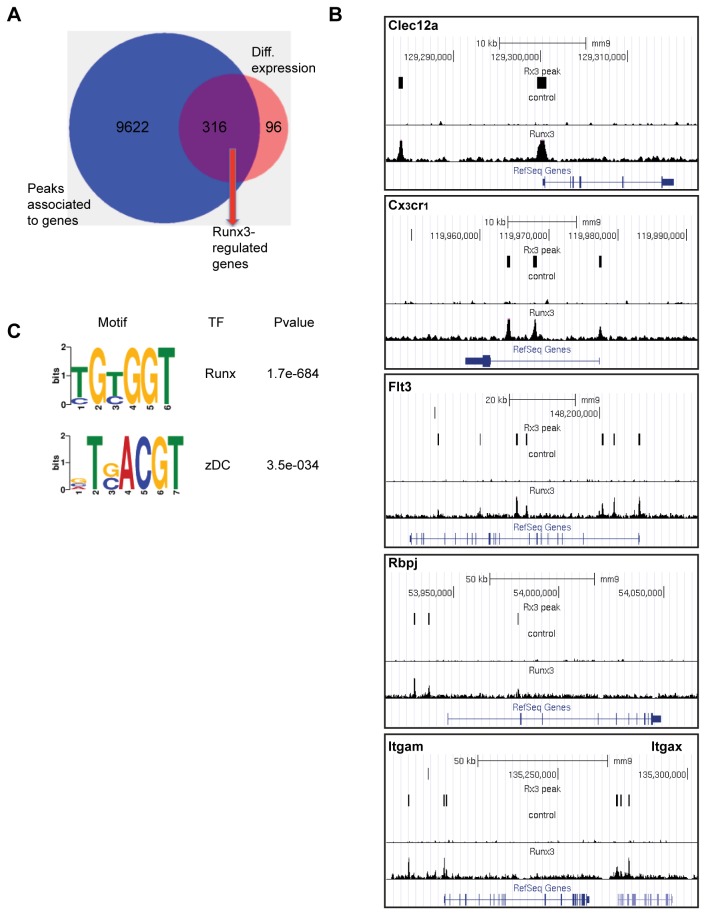
Analysis of Runx3 occupied genomic regions in splenic CD4^+^ DC. (A) Venn diagram summarizing the overlap between Runx3 ChIP-seq bound genes and differentially expressed genes in splenic CD4^+^ DC. (B) Runx3 binding-pattern on five genomic loci differentially expressed in CD4^+^ DC. Shown are ChIP-seq Runx3 peaks and the normalized read coverage of whole cell extract (top) and Runx3 ChIP (bottom) uploaded to UCSC Genome Browser mm9 genome assembly. The position of MACS2-identifird Runx3 peaks is indicated by rectangles. For each panel the scale bar and diagram of gene exon structure are presented on top or bottom, respectively. (C) Enriched RUNX and zDC TF motif among Runx3 bound regions. Motifs were identified *de-novo* using the MEME-ChIP software.

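The mm9 sequence of each peak was searched on both strands for the RUNX hexamer TGTGGT, which was present in 8169 peaks, or 54.0% (Wilson 95% interval 53.2% to 54.8%). Windows of the same width 10 kb downstream served as control, except those that overlapped a peak, ran past the chromosome or held unsequenced bases, which left 14801 pairs. In these pairs the hexamer was in 53.9% of peaks and 30.9% of windows. The peak alone held it in 5408 pairs and the window alone in 2004 (two-sided exact McNemar test, log10 of p = -354). The share moved most with the pattern YGYGGT, read from the logo of Figure 4C with Y for C or T, which was in 76.6% of peaks and 39.0% of windows. Within the 200 bp around the peak centre TGTGGT was in 41.8% of peaks and 16.0% of windows. When the sequences of whole peaks were shuffled with their dinucleotide counts kept, 23.5% of them held it. Peaks with TGTGGT had a median score of 14.2 and peaks without it 10.5, a difference of 3.67 (two-sided permutation test, p = 1e-05, the smallest p that 100000 permutations can give).

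**Figure D2:**
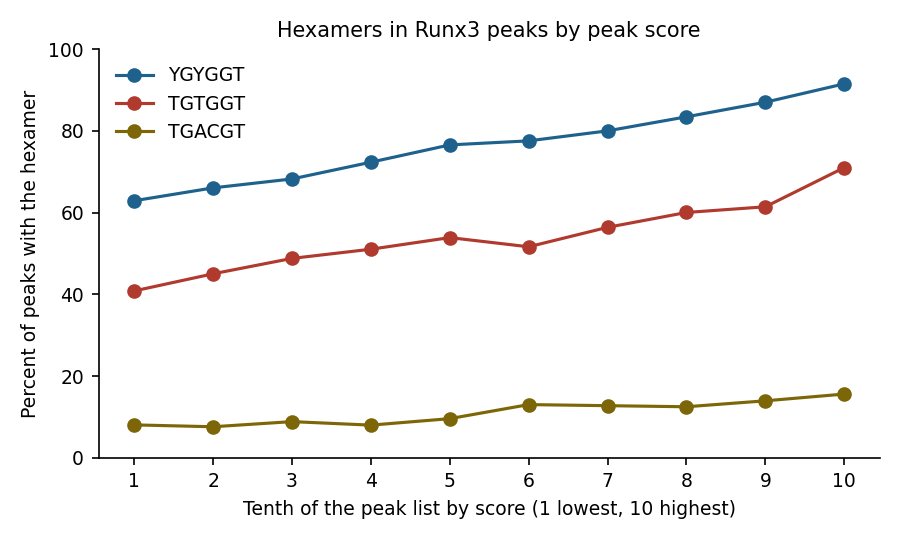
Percent of Runx3 peaks with YGYGGT, TGTGGT or TGACGT (vertical axis) in 10 equal groups of the list by score, from the lowest to the highest (horizontal axis), with 1512 or 1513 peaks per group. YGYGGT rises from 62.9% to 91.5%, TGTGGT from 40.8% to 71.0% and TGACGT from 8.06% to 15.6%.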

Sequence analysis revealed that 86% of Runx3-occupied genomic regions contained the canonic RUNX motif TGTGGT (Figure 4C). 

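The hexamer TGACGT was present on either strand in 1663 peaks, or 11.0% (Wilson 95% interval 10.5% to 11.5%). In the pairs of peaks and downstream windows it was in 11.0% of peaks and 4.19% of windows. The peak alone held it in 1544 pairs and the window alone in 543 (two-sided exact McNemar test, p = 1.30e-110). The alternative that moved the share most was TSACGT, with S for C or G, which was in 19.4% of peaks and 9.02% of windows. Shuffled peak sequences held TGACGT in 6.18%, so that peaks exceeded them 1.78 times, and exceeded the downstream windows 2.61 times.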

Interestingly, Runx3-bound regions were also enriched for the motif TGACGT comprising the binding site of DC-specific TF zDC/zbtb46 [15] (Figure 4C). Moreover, comparison of the published zDC ChIP-seq dataset [15] to Runx3-occupied regions in splenic CD4^+^DC revealed that a high proportion (66%) of zDC bound genes was co-bound by Runx3 and that the zDC/Runx3 co-occupied regions were significantly enriched in Runx3 binding (Figure S4D). This observation is consistent with the possibility that Runx3 and zDC cooperate in regulating DC specific gene expression particularly as similar to Runx3, zDC participates in homeostasis of splenic CD4^+^DC [13].

### Runx3 is required for CD4^+^ DC-mediated T-cell priming

 T cell priming and activation by DC link innate and adaptive immunity and modulate tolerance vs. immune response. CD4^+^ T cells are preferentially primed by CD4^+^DC in a MHC-II dependent manner [6,34]. CD4^+^ DC-dependent T cell priming was reported to be impaired in DC-Rbpj^Δ^ mice that lack CD11b^+^Esam^hi^ DC [8], raising the possibility that also the Runx3^Δ^-dependent phenotypic shift of CD4^+^Esam^hi^ to CD4^+^Esam^low^ DC would be associated with impaired T cell immunity. To address this scenario, we isolated Ovalbumin (OVA)-specific CD8^+^ and CD4^+^ T cells from TCR transgenic OT-I and OT-II mice, labeled them with CFSE, to allow monitoring of *in vivo* proliferation and transferred the cells into WT control and CD11c-DC-Runx3^Δ^ mice. Donor mice bore the congenic marker CD45.1, allowing detection of grafted cells in the CD45.2^+^ recipient mice. Four days following immunization with OVA the OT-I CD8^+^ T cell graft underwent pronounced proliferation in both WT and CD11c-DC-Runx3^Δ^ recipients (Figure 5A upper panel). Thus, the lack of Runx3 did not influence the cross-priming efficiency of CD8^+^ DC. In contrast, the response of grafted OT-II CD4^+^ T cells to the OVA challenge was impaired in CD11c-DC-Runx3^Δ^ mice as compared to control recipients (Figure 5A lower panel, B and Figure S5A), attesting to the important role of Runx3 in CD4^+^ DC ability to prime T cells. As Esam^low^CD11b^+^ DC lack MHC-II priming capacity [8] the diminished CD4^+^ T cell priming in DC-Runx3^Δ^ mice is most probably due to an intrinsic cell defect in the Esam^hi^CD4^+^ DC. 

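Runx3 peaks of CD4+ DC were counted in the windows of Figure 5C around H2-Ab1 and H2-Aa and around H2-Eb1 and H2-Eb2, which encode classical MHC-II chains on chromosome 17. The first window held 9 peaks and the second 6, and of the 15 peaks 8 had a score at or above the list median and 6 one of 23.2 or higher. At H2-Ab1 (34400154 to 34406363, plus strand) the peak over the TSS, from 34399578 to 34400298, scored 4.23, at the percentile 6.53 of the list. The peak from 34394529 to 34395014, 5382 bp upstream, scored 29.5. At H2-Aa (34406276 to 34424772, minus strand) the peak over the TSS, from 34424531 to 34425367, scored 3.39. The strongest peak of the first window, from 34432669 to 34433495, lies 8310 bp upstream of H2-Aa and scored 39.0. Its TGTGGT begins at 34433055, within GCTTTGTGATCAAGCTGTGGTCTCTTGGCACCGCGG. H2-Eb1 (34442828 to 34453144, plus strand) had a peak over exon 1, from 34442675 to 34443038, with a score of 4.79, and its strongest peak, in intron 1, scored 14.2. H2-Eb2 (34462610 to 34477174, plus strand) had no peak in its regulatory domain, and the peak centre nearest to its TSS, of the peak from 34477789 to 34478214, lay 15392 bp away. TGTGGT was present in 6 peaks of the first window and 1 of the second. In Table S1 and Table S2, 0 genes of the H2-A, H2-E, H2-DM and H2-O families are listed.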

Consistent with this conclusion, Runx3 bound (Figure 5C) and regulated expression (Figure S4C) of classical MHC-II genes and its loss could therefore affect MHC-II presentation. Together, the data indicate that Runx3 not only participates in promotion and maintenance of Esam^hi^ DC identity, but also contributes to their CD4^+^ T cell priming activity. 

**Figure 5:**
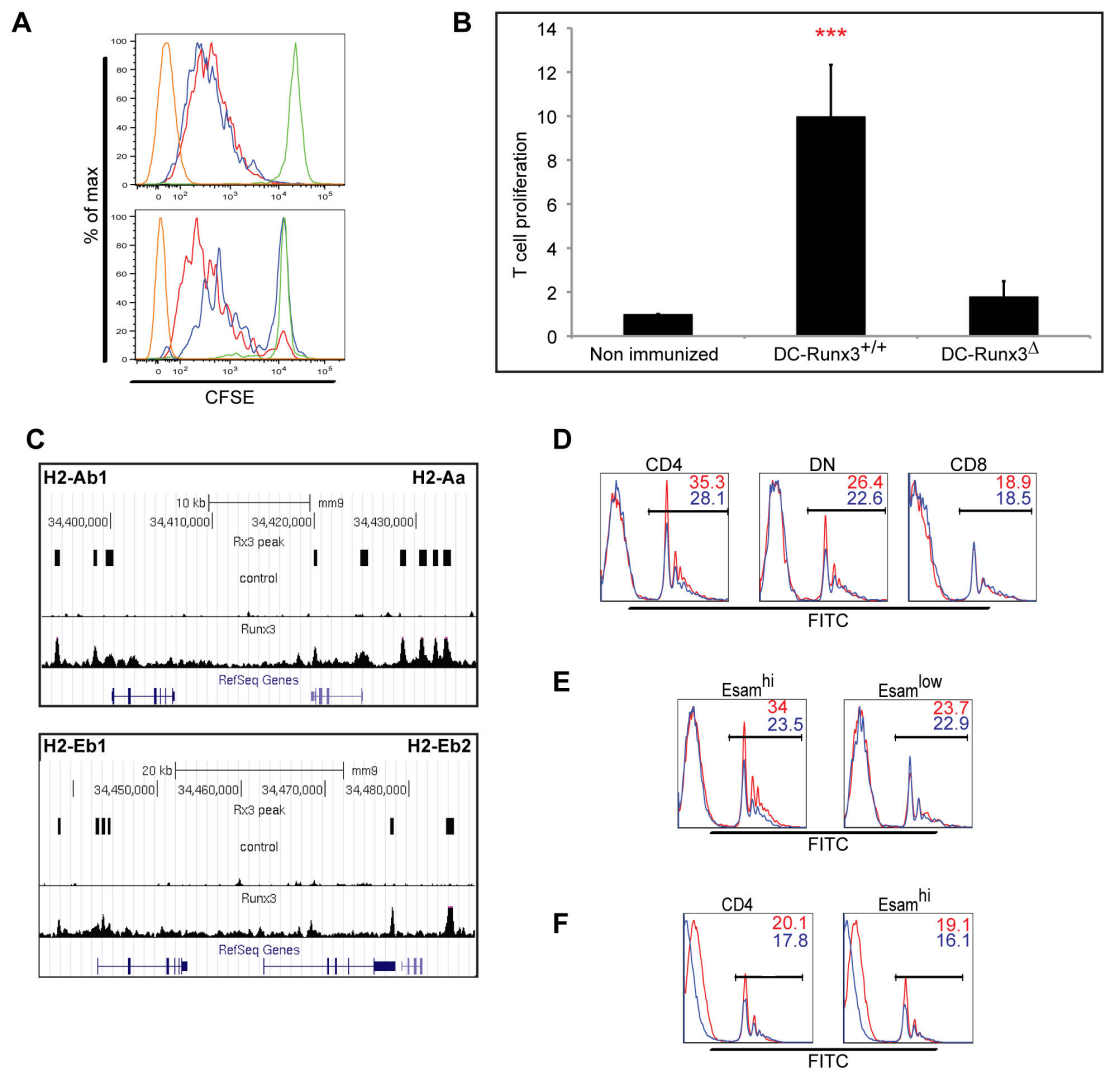
Loss of Runx3 abrogates functional activities of CD4^+^ DC. (A) CD4^+^ T cell priming in DC-Runx3^Δ^ mice *in* *vivo*. CFSE-labeled OVA-specific OT-I CD8^+^ T cells or OT-II CD4^+^ T cells were introduced to DC-Runx3^Δ^ or WT control littermate mice followed by immunization with OVA. Shown are flow cytometric analyses of transgenic T cell grafts recovered from immunized recipient mice. Proliferation of OT-I CD8^+^ T cells (top) and OT-II CD4^+^ T cells (bottom) cells in DC-Runx3^+/+^ (red) or DC-Runx3^Δ^ mice (blue) compared to PBS immunized mice (green) and non-labeled cells (brown). Shown representative of two independent experiments with two to three mice per group. (B) Total cell number of OT-II CD4+ T cell Proliferation quantification. PBS-immunized mice T cell proliferation is set as one (n=5). ***P < 0.001 (Student’s two-tailed t test). (C) Runx3 binding-pattern on MHCII genomic loci. Shown are ChIP-Seq tracing wiggle files uploaded to UCSC Genome Browser mm9 genome assembly and the normalized read coverage of whole cell extract (top) and Runx3 ChIP (bottom). The position of MACS2-identified Runx3 peaks is indicated by rectangles. For each panel the scale bar and diagram of gene exon structure are presented on top or bottom, respectively. (D and E) The capacity of splenic DC subtypes to phagocytose latex beads was analyzed in DC-Runx3Δ (blue) and WT (red) littermate mice 18h after i.v. injection of 1010 FITC-labeled 0.5μm latex beads. Shown are histograms of FITC-fluorescence in CD4+, CD8+ and DN DC subsets (D) or in Esamhi and Esamlow DC subsets (E). Shown representative of two independent experiments with two mice per group with the same finding. (F) The capacity of splenic DC to phagocytose latex beads was further analyzed using mixed BM chimera mice 18h after i.v. injection of 1010 FITC-labeled 0.5μm latex beads. Shown are histograms of FITC-fluorescence in CD4+ and Esamhi DC subsets gated on WT CD45.1 (red) or DC-Runx3Δ CD45.2 (red). Shown representative of two independent experiments with two mice per group.

### Reduced phagocytic capacity of Runx3-deficient splenic CD11b^+^ DC

 DC-mediated adaptive immune responses involve antigen phagocytosis followed by MHC-dependent T cell priming. The crucial contribution of Runx3 to the ability of Esam^hi^CD4^+^ DC to prime CD4^+^ T cells posed the question as to whether it was also required for phagocytic DC activity. To directly evaluate this possibility we injected 1x10^10^ FITC-labeled latex beads to WT and DC-Runx3^Δ^ mice, and monitored uptake of fluorescent beads by splenic DC, 5 and 18 hours later (Figure 5A and Figure S5B). Of note, Runx3^Δ^ CD4^+^/CD11b^+^ DC displayed a reduced capacity to phagocytose the beads compared to WT CD4^+^/CD11b^+^ DC, while Runx3^Δ^ CD8^+^ DC exhibited phagocytic capacity similar to WT DC (Figure 5D). Moreover, when we divided the CD11b^+^ DC population and analyzed the phagocytic ability of WT Esam^hi^ and Esam^low^ DC independently, we found that Esam^hi^ DC exhibited a higher phagocytosis potential than their Esam^low^ DC counterparts (Figure 5E and Figure 5B). However, this higher phagocytic capacity of WT Esam^hi^ DC diminished upon Runx3 ablation (Figure 5E and Figure S5C). Even more convincingly, injection of 1x10^10^ FITC-labeled latex beads into chimeras of a 1:1 mixture of CD11c-DC-Runx3^Δ^ BM cells (CD45.2) and WT BM cells (CD45.1) recapitulated the aberrant phagocytic phenotype of CD4^+^/CD11b^+^ DC (Figure 5F). Collectively these results indicated that in naive CD11b^+^/CD4^+^/Esam^hi^ DC, Runx3 regulates basic cDC functions including phagocytosis and antigen-processing. 

## Discussion

 Extensive efforts have been made over the past decade to elucidate the mechanisms underlying the production of DC-progenitors and to delineate the heterogeneity and functions of their downstream lineage cell subsets [7,35,36]. However, information about the role of specific TF in DC development, subset specification and homeostasis is still incomplete. Using cell-specific targeting of Runx3 at various stages of DC lineage development we show a cell-autonomous Runx3 requirement for splenic CD11b^+^Esam^hi^ DC homeostasis and function. In contrast to its critical role in CD4^+^Esam^hi^ DC specification and homeostasis, Runx3 contributions to early DC developmental stages are more modest. Accordingly, Runx3 expression levels are quite low among the DC precursor populations. Interestingly however, within the CMP, MDP and CDP progenitors Runx3 expression marks a small but distinct cell fraction comprising ~20-40% of the population. Whether the fraction of Runx3-expressing CMP or MDP are already committed to differentiate into the CD4^+^Esam^hi^ DC subset or rather have an equal potential to develop into CD8^+^ and CD11b^+^ DC is an important issue to address in the future. Nevertheless, this observation indicates that myeloid DC precursor populations may not be homogenous [7]. In mature splenic DC Runx3 expression is restricted to the CD11b^+^Esam^hi^ and CD11b^+^Esam^low^ subsets, whereas CD8^+^ DC are completely devoid of Runx3 expression. 

In good correlation with the expression pattern, inactivation of Runx3 at distinct stages of DC lineage development led to profound reduction of the CD4^+^Esam^hi^ DC subset. Interestingly, this Runx3-ablation-dependent reduction in CD4^+^Esam^hi^ DC was associated with extensive changes in CD4^+^Esam^hi^ DC gene expression, causing a shift in cell identity. Specifically, a considerable number of Runx3-regulated genes that are normally repressed in WT CD4^+^Esam^hi^ DC became activated in Runx3^Δ^CD4^+^Esam^hi^ DC. Consequently, Runx3^Δ^CD4^+^Esam^hi^ DC acquired a gene expression signature resembling that of WT Esam^low^ DC. Importantly, this gene expression shift of Runx3^Δ^CD4^+^Esam^hi^ led to acquisition of phenotypic features characterizing the WT Esam^low^ DC subset [8], including a compromised CD4^+^ T cell priming capacity, as well as decreased phagocytosis. 

The finding that in CD4^+^DC the zDC/Runx3 co-bound regions comprised more than 50% of the genomic regions occupied by this recently identified DC-specific TF [15] suggest that the two TF cooperate in driving the CD4^+^Esam^hi^ transcriptional program and may collaborate in repressing Runx3-regulated Esam^low^ DC genes. Of particular relevance to these recent findings is the observation that inactivation of the E2-2 TF during pDC maturation led to a major change in pDC gene expression [37,38] so that E2-2-deficient pDC displayed induced or repressed expression of genes characteristic to CD8^+^DC and pDC respectively [37]. Both TGF-β and Notch signaling pathways are important for DC development and function [20,39]. These two pathways crosstalk through protein-protein interaction of Notch intracellular domain with Smad3 [40]. Fainaru et al. have shown involvement of Runx3 in TGF-β dependent DC function [16] and Runx3 participates in Notch-mediated endothelial/mesenchymal transition [41]. Expression of the Esam receptor by CD11b^+^ DC is regulated by the Notch2-Rbpj signaling [8]. In this context, it is of note that Runx3^Δ^CD4^+^Esam^hi^ mice display elevated expression of Esam indicating Runx3 involvement in DC Notch2 signaling pathway. The idea that Runx3 participates in Notch2/TGF-β crosstalk during DC development is further supported by data documenting significant increased of Smad3 expression in Runx3^Δ^CD4^+^ DC. In summary, Runx3 play a crucial role in specifying Esam^hi^ DC identity and function. Accordingly, loss of Runx3 induces transcriptional reprogramming manifested in phenotypic shift of Esam^hi^ to Esam^low^ DC that compromises CD4^+^ T cell priming activity. 

## Supporting Information

Figure S1 **Analysis of Runx3 expression in splenic CD4^+^/CD11b^+^ DC and DC precursor CMP and MDP.**
(DOC) Click here for additional data file.

Figure S2 **Data showing that Runx3 regulates splenic CD11b^+^ DC development.**
(DOC) Click here for additional data file.

Figure S3 **Results demonstrating that loss of Runx3 alters CD4^+^ and Esam^hi^ DC gene expression.**
(DOC) Click here for additional data file.

Figure S4 **Showing sequence analysis of Runx3 bound regions in splenic CD4^+^ DC.**
(DOC) Click here for additional data file.

Figure S5 **Document the diminished capacity of splenic DC subtypes to phagocytose latex beads.**
(DOC) Click here for additional data file.

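Table S1 gives the fold change between Runx3-/- and Runx3+/+ CD4+ DC, its p-value and the log2 intensity on each array. It has 460 rows, 1 of them without a symbol. By the sign of the paper's fold change, 271 symbols are higher in Runx3-/- cells and 141 are lower, and the smallest change listed is 1.50-fold. The arrays themselves were not analysed here, and the table was used as a gene list beside the Runx3 peaks.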

Table S1 List of genes showing differential expression in Runx3-/- vs Runx3+/+ CD4+ DC measured by expression arrays, related to Figure 3A. Listed are genes that showed fold-change of at least 1.5 and p-value< 0.05.
(XLSX) Click here for additional data file.

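The list of genes that differ between Esamhi DC of DC-Runx3Δ and control mice, Table S2, has 218 rows and 201 different symbols, and shares 96 symbols with Table S1. By the paper's fold changes 148 symbols are higher in Runx3Δ cells and 53 are lower. The annotation holds 196 of the symbols, and 137 of these genes had a Runx3 peak of CD4+ DC in their regulatory domains, or 69.9%. Over the protein-coding genes of the list the odds ratio was 3.08 against the other protein-coding genes (two-sided Fisher's exact test, p = 7.87e-14). As for Table S1, the other genes include ones that CD4+ DC do not express. The peaks were measured in CD4+ DC and not in sorted Esamhi DC.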

Table S2 List of genes showing differential expression in Esamhi-DC-Runx3Δ vs Esamhi-DC-Runx3+/+ measured by expression arrays, related to Figure 3c. Listed are genes that showed fold-change of at least 1.5 and p-value< 0.05.
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptional Reprogramming of CD11b+Esamhi Dendritic Cell Identity and Function by Loss of Runx3
**Source:** PLoS One. 2013 Oct 15;8(10):e77490. doi: 10.1371/journal.pone.0077490
**Supplement:** Figure S1 — Analysis of Runx3 expression in splenic CD4+/CD11b+ DC and DC precursor CMP and MDP.

**SUPPORTING INFORMATION**

**Figure S1. Runx3expression in splenic CD4+/CD11b+ DC and DC precursor CMP and MDP.** (**A**) Runx3 expression level and promoter-usage in BM DC-progenitor and mature splenic DC substes. Histograms summarizing average GFP expression resulting from either P1-AFP (blue) or P2-EGFP (red) in CMP, MDP, CDP, preDC BM DC progenitors and CD11c+MHCII+ cDC. (**B, C and D**) Flow cytometry of cells isolated from WT or Runx3P1/P2-GFP mice. Histograms showing analysis of pDC and monocytes (B) or CD11c+CD11b+ DC (C) from Runx3P1/P2-GFP mice (blue line) and Runx3+/+ littermate mice (red line). While both pDC and monocytes lack Runx3 expression and are negative for GFP the entire CD11c+CD11b+ DC population expresses Runx3. Results from one of two experiments with the same findings are shown. (D) Histograms showing GPF expression in Esamhi, Esamlow and CD8 DC subsets gated on CD11c+MHCII+ DC. Esamhi and Esamlow DC express Runx3, wherease CD8+ DC do not. Results from one of two experiments with the same findings are shown. (**E**) Runx3 expression level and promoter-usage in mature splenic DC subsets. While splenic CD4+ and DN DC express Runx3-GFP from P1 and P2, CD8+ DC are GFP negative. Results from one of two experiments with the same findings are shown. Related to Figure 1.

# Supplementary material for: Transcriptional Reprogramming of CD11b+Esamhi Dendritic Cell Identity and Function by Loss of Runx3
**Source:** PLoS One. 2013 Oct 15;8(10):e77490. doi: 10.1371/journal.pone.0077490
**Supplement:** Figure S2 — Data showing that Runx3 regulates splenic CD11b+ DC development.

**SUPPORTING INFORMATION**

**Figure S2.** **Runx3 regulates splenic CD11b+ DC development.** (**A**)Western blot analysis using anti-Runx3 Abs. Protein cell extract from sorted CD4+ and CD8+ DC from Cebpα-DC-Runx3Δ mice (upper panel) and CD11c-DC-Runx3Δ (lower panel) mice. GAPDH was used as control of protein loadings. While high Runx3 levels are detected in WT and CD4+ DC the CD8+ DC subset and DC from Runx3Δ mice are negative. (**B**) Shown are representative profiles of splenocytes isolated from WT and Runx3-/- mice stained for CD11c and MHCII (upper panel) and of gated CD11chiMHCII+ DC stained for CD4 and CD8 (lower panel). Loss of Runx3 cause reduced percentage of CD4+ and DN DC. Results from one of two experiments with the same findings are shown. (**C and D**)Splenocytes isolated from WT and Runx3-/- mice (n=5 6-8 weeks old mice) were analyzed and subsets percentages and total cell numbers were calculated (cells/mg). Each dot represents an independent animal. *P<0.05, **P<0.01, ***P<0.001 (Students two-tailed t test). Results from one of two experiments with the same findings are shown. Related to Figure 2.

# Supplementary material for: Transcriptional Reprogramming of CD11b+Esamhi Dendritic Cell Identity and Function by Loss of Runx3
**Source:** PLoS One. 2013 Oct 15;8(10):e77490. doi: 10.1371/journal.pone.0077490
**Supplement:** Figure S3 — Results demonstrating that loss of Runx3 alters CD4+ and Esamhi DC gene expression.

**SUPPORTING INFORMATION**

**Figure S3. Loss of Runx3 alters CD4+ and Esamhi DC gene expression.** (**A**) RT-qPCR analysis of genes scored by differential gene expression analysis of WT vs. Runx3-/- CD4+ DC populations. Data represents normalized expression values relative to WT Esamhi sample (±SD of three assays from two biological repeats).(**B**)Mean fluorescence intensity (MFI) of CD11c, CD11b and Esam expression in WT (CD45.1) and CD11c-DC-Runx3Δ(CD45.2) Esamhi DC subsets isolated from mixed BM chimeras. Each dot plot represents an independent animal. **P<0.01 and ***P<0.001 (Students two-tailed t test). Results from one of two experiments with the same findings are shown. (**C**) Gene expression (log2) pairwise comparison (mean of 3 biological repeats) between WT CD4+ and Runx3-/- CD4+ to WT Esamhi, Esamlow and DC-RbpjΔ subsets. Genes analyzed (335) were found to be differential expressed in the Runx3Δ CD4+ experiment and above background in the published (Lewis et al, 2011) Esam gene expression experiment. The shown comparison of gene expression intensities indicates Spearman correlation values numerically and by color (above main diagonal), histograms of expression values (main diagonal) and scatter plots (below main diagonal). (**D**) Shown are histograms of CD40 and CD86 expression in Esamhi DC subset from WT (Runx3fl/fl) and CD11c-DC-Runx3Δ mice presented as red and blue lines, respectively. Related to Figure 3.

# Supplementary material for: Transcriptional Reprogramming of CD11b+Esamhi Dendritic Cell Identity and Function by Loss of Runx3
**Source:** PLoS One. 2013 Oct 15;8(10):e77490. doi: 10.1371/journal.pone.0077490
**Supplement:** Figure S4 — Showing sequence analysis of Runx3 bound regions in splenic CD4+ DC.

**SUPPORTING INFORMATION**

**Figure S4. Sequence analysis of Runx3 bound regions in splenic CD4+ DC.** (**A**) Frequency of bound Runx3 proximal to annotated TSS. Fifty % of Runx3 bound regions appear 10kb of annotated TSS.(**B**) Runx3 bound regions at the TSS show an increase in average signal profile. (**C**) GREAT analysis of Runx3 ChIP-seq bound regions in CD4+DC revealed highly significant overrepresentation of genes with important roles in DC functions. (**D**)Co-binding of zDC and Runx3 in CD4+DC. Histograms summarizing the distribution of fold enrichment (Runx3 coverage versus whole cell extract coverage) within the Runx3 ChIP-seq peaks (red), relative to zDC/Runx3 co-bound regions (blue) indicating enrichment for Runx3 binding in co-bound peaks. Fold enrichment distributions were found to be significantly different using the Kolmogorov-Smirnov test (D = 0.1653, p-value < 2.2e-16). Related to Figure 4.

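Within 1 kb of the nearest TSS lay 5745 peaks (38.0%). A further 2418 peaks (16.0%) lay at 1 to 5 kb, 1725 (11.4%) at 5 to 10 kb, 3906 (25.8%) at 10 to 50 kb and 1327 (8.78%) beyond 50 kb, and the median distance was 3704 bp. The excess over peaks moved at random was largest within 1 kb, where 4.37% of the moved peaks lay. At 5 to 10 kb the moved peaks reached 11.3%. Of the peaks farther than 1 kb from a TSS, 331 were centred in an exon, 4632 in an intron and 4413 between genes. The median score was 12.4 within 1 kb, 11.3 in exons, 12.0 in introns and 12.4 between genes.

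**Figure D3:**
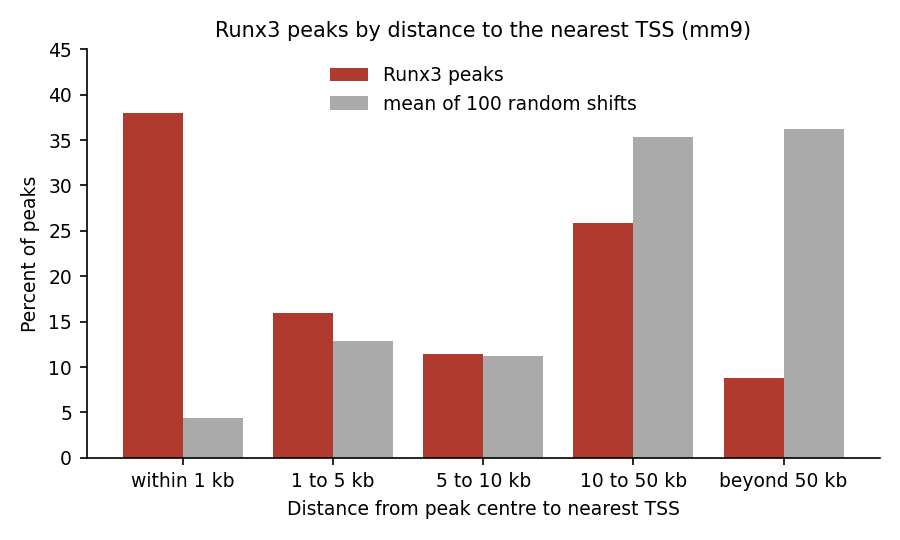
Percent of the Runx3 peaks and mean percent of the same peaks in 100 random shifts (vertical axis) by distance from the peak centre to the nearest TSS (horizontal axis). The peaks exceed the shifts most within 1 kb, 38.0% against 4.37%, and lie below them beyond 50 kb, 8.78% against 36.2%.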

# Supplementary material for: Transcriptional Reprogramming of CD11b+Esamhi Dendritic Cell Identity and Function by Loss of Runx3
**Source:** PLoS One. 2013 Oct 15;8(10):e77490. doi: 10.1371/journal.pone.0077490
**Supplement:** Figure S5 — Document the diminished capacity of splenic DC subtypes to phagocytose latex beads.

**SUPPORTING INFORMATION**

**Figure S5. Functional deficiencies of Runx3Δ CD4+ DC.** (**A**)

Quantification of CFSE mean fluorescence intensity (MFI) of proliferated OTII CD4+ T cells. Each dot represents an independent animal. **P<0.01 (Students two-tailed t test). The capacity of splenic DC subtypes to phagocytose latex beads was analyzed inDC-Runx3Δ (blue) and WT (red) littermates mice 5h after iv injection of 1010 FITC-labeled 0.5μm latex beads. Shown are histograms of FITC-fluorescence in (**B**) CD4+, CD8+ and DN DC subsets (**C**) or in Esamhi and Esamlow DC subsets. Results from one of two experiments with the same findings are shown. Related to Figure 5.

How the deposited data were processed for this re-analysis (not part of the article)

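Runx3 ChIP-seq was measured in splenic CD11chiMHCII+CD4+ DC, with 2 Runx3 immunoprecipitates and 2 whole cell extract controls. The authors aligned reads of 50 bp uniquely to mm9 with bowtie and called bound regions with MACS2. The paper's text does not name the versions, the threshold or the handling of duplicate reads. The deposited list is 1 call on the pooled samples, with a start, an end and a peak score for each peak. The score is the value that MACS2 wrote, in a unit the authors do not state. Its lowest value of 1.33 is close to 1.30, which is -log10 of 0.05, but no such threshold is stated. Scores served to rank and filter peaks and to compare peaks within the list, as differences in median score and, for chromosome X, as halved scores. Such differences are in the unit of the score.

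The paper states 70000000 Runx3 reads and 74000000 control reads. Depth sets how weak a region can still be called, so the absence of a peak means only that none was called at this depth. Reads per peak and per replicate were not analysed here. Intervals on shares of peaks are Wilson 95% intervals and cover counting error only.

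Positions are given on mm9 and counted from 1. Sequences came from NCBIM37, the same assembly, and genes from GENCODE M1; a table of gene names served to match older symbols. All peaks lay within the chromosomes of this assembly. Peaks were placed by their centre, and introns and exons were numbered in the longest protein-coding transcript. Genes were assigned by the basal plus extension rule of GREAT with 5 kb upstream, 1 kb downstream and an extension of at most 1000 kb. The ontologies and gene models of GREAT were not used here.

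Hexamers were searched on both strands of the whole peak, with windows of equal width 10 kb downstream as control. Exact McNemar tests compared peaks with their windows. Fisher's exact tests compared gene lists with the other protein-coding genes. Permutation tests with 100000 resamples compared median scores. Peaks near a TSS were compared with 100 random circular shifts, and lists matched on domain length in 20 bins were drawn 10000 times. All tests were two-sided except the shifts, the lists matched on domain length, the draws of peaks of like width and the binomial test of gene lists.

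The tests, alternatives, gene lists and the rule for naming genes were set before the data were examined, except where stated. Named genes were those that the paper names with Runx3 binding or with a change in Runx3-deficient CD4+ or Esamhi DC, the 5 peaks with the highest score, the 5 widest peaks, and the 3 higher and 3 lower genes of Table S1 with the most peaks. Results for some of the genes under this rule are not reported here. The gene lists were antigen presentation genes, DC transcription factors, the genes of Figure 4B and of Figure 5C, and lens crystallin and keratin genes as negative control. The alternatives were a score at or above the list median or at or above the upper quartile of 23.2, chromosomes 1 to 19, X and Y, joined peaks, any base of the peak, other sets of TSS, other distances and assignment rules, a background matched on domain length, degenerate hexamers, the 200 bp around the peak centre, shuffled sequences and upstream windows.

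The methods were tested on simulated data. Of 1000 random lists of 400 genes, 4.5% had p under 0.05, and all of 200 lists with 240 bound genes were found. Of 200 comparisons of medians without a difference, 4% had p under 0.05. Peaks already moved at random lay at a mean percentile of 51.5 among 20 further shifts.

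Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Fold changes and intensities in Table S1 and Table S2 are the paper's. The microarray, flow cytometry, T cell priming and phagocytosis experiments and the published zDC ChIP-seq data were not analysed here.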

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

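The tests on the 100 peaks with the highest scores and the test for a tandem repeat were chosen only after the results were seen. The peaks come from 1 condition, so no biological explanation was tested. All peaks below were called above the whole cell extract control and lie at loci whose binding the paper does not report.

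The highest score, 309, belongs to a peak on chromosome 11 from 54968288 to 54969119, between genes and 3494 bp upstream of the Slc36a3 TSS. It holds TGTGGT 2 times, the nearer one 12 bp from its centre. The next 4 peaks by score lie 93 bp upstream of the Glipr1 TSS (264), 3217 bp upstream of the Atp13a2 TSS (243), in exon 4 of Ncam2 (233) and in intron 1 of Dmwd (227). TGTGGT was present in 85% of the 100 highest peaks and in 54.0% of all peaks, but the 100 peaks are wider, with a median of 692 bp against 406 bp. Peaks of like width from the rest of the list held it in 64.1% on average, and 0 of 10000 draws of such peaks reached 85% (one-sided permutation test, p = 1e-04, the smallest p that 10000 draws can give). Within the 200 bp around the centre 65% of the 100 peaks held it (Wilson 95% interval 55.3% to 73.6%), against 41.8% of all peaks. Enrichment that does not depend on the RUNX hexamer is therefore argued against as the whole source of the highest scores as a set, and stays open for single peaks. Sequence copy number was not tested and stays open.

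The domains of Runx3 and Runx1 hold some of the strongest peaks of the list. The peak on chromosome 4 from 134675808 to 134676784, centred 271 bp from a Runx3 TSS, scored 151, ranks 29 and holds TGTGGT 4 times. The peak on chromosome 16 from 92825827 to 92826613, centred 36 bp from a Runx1 TSS, scored 156, ranks 25 and holds it 3 times. The best peak in the domain of Runx2 scored 16.5. Both strong peaks are among the 100 highest. Whether the antibody also captures Runx1 or Runx2 was not tested and stays open.

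The widest peak, 2154 bp on chromosome 18 from 24829921 to 24832074 in intron 5 of Mocos, holds TGTGGT 16 times and scored 65.8. A tandem repeat in the reference is a candidate explanation for the many hexamers: 75.7% of its 12-base words occur more than once in it, above the 99th percentile of all peaks, which is 17.3%. Whether Runx3 binds there or reads from repeated sequence collect there stays open.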

How the results depend on the processing

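The assignment of Figure 3E genes by nearest gene was chosen only after the result was seen. No paired analysis was possible because the peaks were called on pooled samples, and for the same reason no replicate could be left out. Limiting the list to chromosomes 1 to 19, X and Y removed no peak and so says nothing about stability.

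The share of peaks within 10 kb of a TSS stayed above the random shifts under the other alternatives run, from 54.0% (5 kb) to 65.7% (any base of the peak). The odds ratio of bound genes ran from 2.06 to 4.27 for Table S1 and from 2.11 to 3.73 for Table S2, with p under 0.05 throughout. TGTGGT and TGACGT stayed more frequent in peaks than in each control sequence, and the difference in median score between peaks with and without TGTGGT ran from 1.87 to 4.49. The count of Figure 3E genes ran from 118 to 163 under the alternatives, against 169.

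Stricter scores leave fewer peaks by construction and lowered these counts. At or above the list median there were 7567 peaks, 8508 associated genes, 13 peaks at the loci of Figure 4B and 8 at those of Figure 5C. With a score of 23.2 or higher, the upper quartile, there were 3839 peaks, 5072 associated genes, 150 bound genes of Table S1, 74 of Table S2, 10 peaks at the loci of Figure 4B and 6 at those of Figure 5C. With the nearest TSS within 10 kb, whose domains are shorter by construction, there were 6982 associated genes, 171 bound genes of Table S1 and 83 of Table S2.

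The lower bound share of the Table S1 genes that are higher in Runx3-/- cells did not pass 0.05 with domains for protein-coding genes alone (odds ratio 0.649, two-sided Fisher's exact test, p = 0.145), and the cause was not tested. Under its other alternatives p ran from 0.00346 to 0.0394. The share of antigen presentation genes bound did not pass 0.05 for peaks with a score of 23.2 or higher (odds ratio 1.67, two-sided Fisher's exact test, p = 0.231), where fewer peaks enter. Under its other alternatives p from the same exact test ran from 1.54e-07 to 0.000226. The excess of peaks in the domains over an even spread was 8.49 times or more under the alternatives run.

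Because the call is pooled, a peak present in 1 replicate cannot be separated from a peak present in both, which limits each of these results.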

Differences from the paper's values

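TGTGGT was present in 54.0% of peaks, against the paper's 86%. The value here counts exact matches to the hexamer. The paper found its motif by de novo discovery and does not state which pattern and which peaks gave its value, so the measures may differ. Of the alternatives set before the data were examined, a score at or above the list median (60.1%), a score at or above the upper quartile (65.0%) and the pattern YGYGGT (76.6%) came within 1.5 times the paper's value. The 200 bp around the peak centre (41.8%) did not, and shuffled sequences and upstream windows change only the control. In groups chosen after seeing the values, TGTGGT was present in 85% of the 100 peaks with the highest scores, and YGYGGT in 94% of these, and, with the list divided by score into 10 equal groups, in 87.0% of the group below the highest and 91.5% of the highest.

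Figure 3E leaves about 63 of the matched genes of clusters 1 to 5 unmarked for binding, read by eye. Of these, 46 had a peak within 200 kb, 17 had one in the regulatory domain by the GREAT rule, and 5 had one by the nearest gene rule, which was chosen after seeing the data. Of the genes that the figure marks as bound, 0 lacked a peak within 200 kb, 8 lacked one by the GREAT rule and 10 by the nearest gene rule. The legend does not state whether a peak beyond a neighbouring gene counts. These counts therefore do not show that the figure departs from its own rule.

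The paper names Flt3, Rbpj, Itgam and Itgax among the genes of CD4+ DC that respond to the loss of Runx3. Table S1 lists 2 of the 6 genes of Figure 4B, Clec12a and Cx3cr1, and Table S2 lists Clec12a and Itgam. The paper also reports Flt3 by RT-qPCR or flow cytometry in Esamhi DC, and CD11b (Itgam) and CD11c (Itgax) by flow cytometry. Absence from a list cut by fold change and p-value does not contradict those measurements. The paper states that Runx3 binds and regulates classical MHC-II genes. Of these genes 0 are listed in Table S1 or Table S2, which leaves changes below the cut-offs open. For regulation the paper cites Figure S4C, its GREAT analysis of bound regions. H2-Eb2 held no peak in its regulatory domain.

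The paper counts the responsive genes of Esamhi DC, with reference to Table S2, as upregulated. In that table 148 symbols have a positive and 53 a negative fold change.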

Other observations

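These tests were chosen only after the result was seen: the halved scores for chromosome X, the score difference within and beyond 1 kb of a TSS, the use of the value within 1 kb for the pair of hexamers, the share of TGTGGT by location, the ranking of hexamers and the olfactory receptor list. The peaks come from 1 condition, so no biological explanation was tested for patterns of the peaks alone.

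Peaks with TGTGGT had higher scores than peaks without. Wider peaks leave more room for the hexamer, but in a fixed window of 200 bp the difference in median score was 1.87 (two-sided permutation test, p = 1e-05, the smallest p that 100000 permutations can give), which argues against width as the whole cause. Capture of promoter regions without the motif was tested by location. As that explanation requires, 54.2% of peaks without TGTGGT and 24.2% of peaks with it lay within 1 kb of a TSS (odds ratio 3.72, two-sided Fisher's exact test). The test added after this result argues against it as the whole cause: the difference in median score was 3.72 within 1 kb of a TSS and 3.59 farther away (p = 1e-05 for each from the same permutation test, the smallest possible). A part played by promoter regions stays open.

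Within 1 kb of a TSS TGTGGT was present in 34.3% of peaks and 33.3% of downstream windows, a difference that was not detectable in 5632 pairs (two-sided exact McNemar test, p = 0.266). Shuffled sequences of peaks within 1 kb held it in 16.4%. Farther away it was present in 66.0% of peaks and 29.5% of windows. Peaks had 52.3% G and C and 35.2 CpG per kb, and windows 45.3% and 11.3. Among 2080 hexamers, each counted with its reverse complement, ACTTCC exceeded the windows most in percentage points (52.8% against 23.5%), and by this difference TGTGGT ranked 4 and TGACGT 270. By the ratio of peaks to windows ACTTCC ranked 314, TGTGGT 449 and TGACGT 234, so the order of TGTGGT and TGACGT depends on the measure. Among hexamers without a CpG, ACTTCC ranked 1 and TGTGGT 8 by this ratio. TGACGT holds a CpG and has no rank among these.

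TGACGT was more frequent in peaks than in downstream windows, with 16.9% against 4.07% within 1 kb of a TSS. Promoter sequence is argued against as the whole cause, since the ratio was 1.71 farther than 1 kb from a TSS (two-sided exact McNemar test, p = 7.84e-19). Over all peaks, those with TGACGT held TGTGGT less often (45.9% against 55.0%, odds ratio 0.695). Promoter location predicts an odds ratio near 1 in both locations. It was 1.04 farther than 1 kb from a TSS (two-sided Fisher's exact test, p = 0.645), as predicted, and 0.843 within 1 kb (p = 0.0241), which argues against location as the whole cause there. Location stays open as the cause of most of the difference.

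Chromosome X had 0.192 peaks per protein-coding gene and the autosomes 0.503 to 0.868, which argues against a lower number of genes as the cause. The paper's text does not name the sex of the mice. The effect of 1 chromosome X per cell cannot be told apart from other causes. The median score was 9.16 on X and 12.4 on autosomes, a direction that a lower copy number would also give. With halved scores 99.4% of autosomal peaks would still lie above the lowest score of the list, while X had 26.1% of the peaks per gene of the median autosome, but how the score scales with copy number is not known. Few active genes on X are argued against by Table S1 genes, of which 6 of 16 on X and 279 of 392 on autosomes were bound (two-sided Fisher's exact test, p = 0.0092). How uniquely reads align on X was not tested and stays open.

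Table S1 genes were bound more often than other protein-coding genes. Longer regulatory domains are argued against, since 0 of 10000 lists matched on domain length reached the bound share. Expression level stays open as a technical explanation: 78.9% of the upper and 60.8% of the lower group of Table S1 genes, divided at the median WT intensity, were bound (two-sided Fisher's exact test, p = 9.46e-05). Both shares lie above the 42.8% of other genes, which include genes not expressed in these cells. Regulation by Runx3 stays open as well.

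Table S1 genes that are lower in Runx3-/- cells were bound more often than those that are higher. With direction permuted within the groups above and below the median intensity, p was 0.020 (two-sided permutation test). This argues against the difference in expression between these groups as the whole cause, but expression within each group stays open. Above the median 83.5% of lower and 73.6% of higher genes were bound, and below it 71.7% and 58.3%. Stronger binding at genes that fell cannot be told apart from equal binding. The median best score was higher by 2.65 (25.8 against 23.2), but a p of 0.334 (two-sided permutation test) excludes neither. More peaks were not accompanied by a larger change across 408 genes, which are not independent replicates (Spearman rho = -0.0451, two-sided permutation test, p = 0.362).

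Of the gene lists, 7 were compared over genes, with Benjamini-Hochberg adjusted p from two-sided Fisher's exact tests. Bound were 12 of 14 MHC-II pathway genes, 15 of 19 MHC-I pathway genes and 14 of 17 DC transcription factors (Fisher's exact test, adjusted p = 0.00363 for each). The background includes genes that CD4+ DC do not express, so expression level stays open as an explanation. The paper shows the loci of Figure 4B and Figure 5C for their Runx3 peaks, so their 6 of 6 and 3 of 4 bound genes are counts and no test of enrichment. The MHC-II list holds the 4 genes of Figure 5C, so its test is not independent of that choice, and the list of DC transcription factors holds Rbpj of Figure 4B. The lens crystallin and keratin genes, with 2 of 16 (Fisher's exact test, adjusted p = 0.0137), and the olfactory receptor genes, with 29 of 1113 (adjusted p = 1.51e-228), were bound less often than other protein-coding genes.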
